# *Plasmodium falciparum *spermidine synthase inhibition results in unique perturbation-specific effects observed on transcript, protein and metabolite levels

**DOI:** 10.1186/1471-2164-11-235

**Published:** 2010-04-12

**Authors:** John VW Becker, Linda Mtwisha, Bridget G Crampton, Stoyan Stoychev, Anna C van Brummelen, Shaun Reeksting, Abraham I Louw, Lyn-Marie Birkholtz, Dalu T Mancama

## Abstract

**Background:**

*Plasmodium falciparum*, the causative agent of severe human malaria, has evolved to become resistant to previously successful antimalarial chemotherapies, most notably chloroquine and the antifolates. The prevalence of resistant strains has necessitated the discovery and development of new chemical entities with novel modes-of-action. Although much effort has been invested in the creation of analogues based on existing drugs and the screening of chemical and natural compound libraries, a crucial shortcoming in current Plasmodial drug discovery efforts remains the lack of an extensive set of novel, validated drug targets. A requirement of these targets (or the pathways in which they function) is that they prove essential for parasite survival. The polyamine biosynthetic pathway, responsible for the metabolism of highly abundant amines crucial for parasite growth, proliferation and differentiation, is currently under investigation as an antimalarial target. Chemotherapeutic strategies targeting this pathway have been successfully utilized for the treatment of Trypanosomes causing West African sleeping sickness. In order to further evaluate polyamine depletion as possible antimalarial intervention, the consequences of inhibiting *P. falciparum *spermidine synthase (PfSpdSyn) were examined on a morphological, transcriptomic, proteomic and metabolic level.

**Results:**

Morphological analysis of *P. falciparum *3D7 following application of the PfSpdSyn inhibitor cyclohexylamine confirmed that parasite development was completely arrested at the early trophozoite stage. This is in contrast to untreated parasites which progressed to late trophozoites at comparable time points. Global gene expression analyses confirmed a transcriptional arrest in the parasite. Several of the differentially expressed genes mapped to the polyamine biosynthetic and associated metabolic pathways. Differential expression of corresponding parasite proteins involved in polyamine biosynthesis was also observed. Most notably, uridine phosphorylase, adenosine deaminase, lysine decarboxylase (LDC) and S-adenosylmethionine synthetase were differentially expressed at the transcript and/or protein level. Several genes in associated metabolic pathways (purine metabolism and various methyltransferases) were also affected. The specific nature of the perturbation was additionally reflected by changes in polyamine metabolite levels.

**Conclusions:**

This study details the malaria parasite's response to PfSpdSyn inhibition on the transcriptomic, proteomic and metabolic levels. The results corroborate and significantly expand previous functional genomics studies relating to polyamine depletion in this parasite. Moreover, they confirm the role of transcriptional regulation in *P. falciparum*, particularly in this pathway. The findings promote this essential pathway as a target for antimalarial chemotherapeutic intervention strategies.

## Background

At present, antimalarial drug resistance is a critical threat and the need for compounds with novel modes-of-action is imperative. Malaria pathogenesis is exhibited during the asexual erythrocytic cycle of *Plasmodium falciparum *in the human host and a variety of parasite processes and diverse targets are potentially available to inhibit parasite proliferation. One of these targets is the biosynthesis of polyamines - essential and ubiquitous small, aliphatic compounds containing two or more amino groups, which in eukaryotes mainly include putrescine, spermidine and spermine [1]. A fourth polyamine, cadaverine, is a structural analogue of putrescine with functions similar to the other polyamines though better characterized in prokaryotes [2]. At physiological pH, these polycations interact electrostatically with various anionic macromolecules such as DNA, RNA, ATP, phospholipids and proteins [1,3]. These interactions can alter DNA conformation, regulate replication and transcription, strengthen membranes, regulate ion channels and protect DNA and phospholipids from oxidative stress [1,3-6].

Ornithine decarboxylase (ODC) and S-adenosylmethionine decarboxylase (AdoMetDC) usually regulate polyamine metabolism and inhibitors against these enzymes are being applied in diverse therapies ranging from tumour suppressors to the treatment of West African sleeping sickness (*Trypanosoma brucei gambiense*), validating polyamine metabolism as a target for drug intervention in these protozoan parasites [1]. In *P. falciparum *AdoMetDC and ODC are encoded by a single polypeptide to form a unique bifunctional protein (PfAdoMetDC/ODC) [7]. This enzyme has been the main focus of studies assessing polyamine metabolism as a drug target in the parasite. However, traditional inhibitors of the polyamine pathway aimed at these proteins have cytostatic effects with curative rates only achieved in combination with polyamine analogues in murine malaria models [8]. A previous study focused on PfAdoMetDC/ODC indicated that polyamine depletion resulted in transcriptional arrest [9], which manifested as a halt in the parasite's intraerythrocytic developmental cycle (IDC). Therefore, polyamines appear to be essential molecules for parasite survival and promising targets for antimalarial therapeutic intervention [10].

Spermidine is synthesized from putrescine and decarboxylated S-adenosylmethionine (dcAdoMet) through the aminopropyltransferase action of spermidine synthase (SpdSyn) [11]. In *P. falciparum*, this protein has the additional and unique function of being responsible for the low level production of spermine [12,13]. The relative paucity of polyamine studies focused on PfSpdSyn may belie the importance and essential nature of this enzyme, reflected by the need for spermidine in the synthesis of hypusine, eukaryotic initiation factor 5A and its involvement in *P. falciparum *DNA polymerase and topoisomerase I and II [14]. In addition, the lack of polyamine interconversion in *P. falciparum *implicates the flux through PfSpdSyn as the determinant of spermidine levels [10,15]. In support of the latter, inhibition of PfSpdSyn activity with either substrate or transition state analogues has been shown to totally block *P. falciparum *schizogony due to depletion of spermidine [16]. This contrasts with other cell lines in which growth rates were only moderately affected, due to the maintenance of cellular polyamine levels by the interconversion pathway [17]. Evidence for the rescue of PfSpdSyn inhibition by exogenous polyamines is contradictory and seems to be dependent on the inhibitor used: reversibility was found with the putrescine analogue dicyclohexylamine [16] but not with the more potent inhibitors, *trans-*4-methylcyclohexylamine (4 MCHA) or 5-amino-1-pentene (APE) [12].

The modes of gene regulation in *P. falciparum *is currently controversial, with evidence supporting the dominant role of post-transcriptional control on the one hand [18-21] and evidence mounting for the presence of transcriptional control, particularly in response to external perturbations on the parasite, on the other [9,22-27]. A recent functional genomics study of co-inhibited PfAdoMetDC/ODC demonstrated that perturbation-specific compensatory transcriptional responses are induced within the parasite to alleviate the effects of polyamine depletion [9], similar to a previous study of ODC-inhibited malaria parasites [28]. In the investigation presented here, these two studies were extended to analyze the effect of inhibition of PfSpdSyn. Remarkably, unique inhibitor-specific effects were detected on several levels in this study. Moreover, perturbation-specific effects relating to polyamine depletion, as reported in the previous studies, were confirmed, thus corroborating the role of transcriptional regulation in polyamine metabolism of *P. falciparum*.

## Results

### Morphological Study

A number of compounds have been shown to inhibit spermidine synthase activity in *P. falciparum *[12,16]. Some of these drugs include dicyclohexylamine, agmatine, 1,7-diaminoheptane, 4 MCHA, APE, (*S, R*)-dcAdoMet, 1-aminoxy-3-aminopropane (APA) and cyclohexylamine. Of these, only dicyclohexylamine and cyclohexylamine are commercially available, with cyclohexylamine being more potent and inhibiting *P. falciparum *growth with an IC_50 _of 198 μM compared to 342 μM, for dicyclohexylamine [12]. The potency of cyclohexylamine was also reflected in its inhibition of recombinantly expressed PfSpdSyn (IC_50 _of 19.7 μM, [12]). This motivated the use of cyclohexylamine to obtain PfSpdSyn inhibition in *in vitro P. falciparum *cultures and investigate the resultant effects on parasite morphology, transcriptome, proteome and selected polyamine metabolites.

A morphological study was performed on PfSpdSyn inhibited parasites to ensure complete growth arrest at the drug concentration used (2 mM cyclohexylamine) and to determine sampling times for subsequent transcriptome, proteome and metabolite analyses. Drug treatment was initiated during parasite invasion. Treated parasites were arrested in the early trophozoite stage, while untreated parasites had matured from early to mid/late trophozoites at 30 hours post invasion (hpi) (Figure 1A). There were no morphologically detectable differences between treated and untreated parasites in the earlier stages (ring stage parasites, results not shown), limiting the possibility of off-target effects of the drug treatment prior to PfSpdSyn inhibition. These results correlate with findings indicating a stage-specific expression of PfSpdSyn with maximum accumulation of transcript and protein in trophozoites at 18 hpi [12] (ranging from 10 - 40 hpi, Malaria IDC Strain Comparison Database [29]), and a morphological visible difference in parasites treated with cyclohexylamine only after PfSpdSyn is produced (Figure 1A). Based on these results, sampling times for subsequent transcriptome and proteome analyses were chosen at early (18 hpi), mid (25 hpi) and late (30 hpi) trophozoite stages, thereby spanning the period in which PfSpdSyn is maximally expressed and during which parasite growth arrest is observed. Metabolite analyses were performed at 25 hpi.

**Figure 1:**
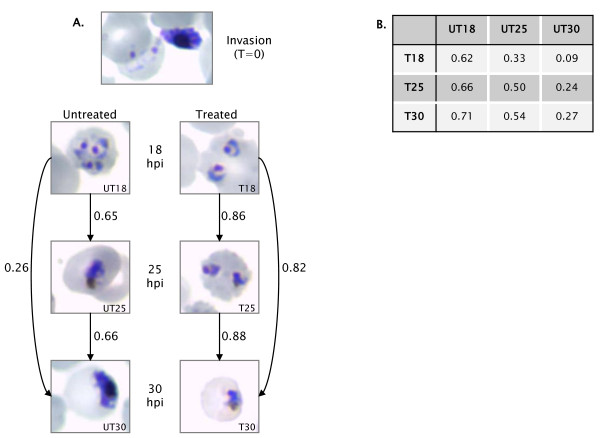
**Morphological analysis of *Plasmodium falciparum *following inhibition of PfSpdSyn with cyclohexylamine**. (A) Parasites treated with cyclohexylamine at invasion were arrested in the early trophozoite stage, correlating close to the time of maximal expression of this transcript in the intaerythrocytic developmental cycle (IDC). Untreated parasites matured through mid- into late trophozoites at comparable time points. Arrows indicate the Pearson correlation (r) between samples. In its 48 h lifecycle, the expression of PfSpdSyn is maximally expressed at 18 hours post-invasion (hpi) in a window of expression from 10-40 hpi. (B) Pearson correlations of untreated and treated samples, showing poor correlations of untreated samples to their treated counterparts at later time points (25 and 30 hpi). The approximate time of arrest (between 10 and 18 hpi) is indicated by the highest correlations to the untreated samples at 18 hpi.

### Transcriptional profiling of cyclohexylamine-treated *P. falciparum*

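RNA was measured in 12 culture samples of Plasmodium falciparum, called cultures here, 2 for each of 6 groups: untreated parasites at 18, 25 and 30 hpi (UT18, UT25 and UT30) and parasites in 2 mM cyclohexylamine at the same times (T18, T25 and T30). By the methods, cultures were scaled up, treated and harvested at 18, 25 and 30 hpi, so samples of different times may be draws from the same culture. The labels do not link them, and they are taken as independent in the fit. One culture of each group was hybridised to a second array, so the data hold 18 arrays. Each array sets the Cy3-labelled sample beside the Cy5-labelled reference pool, and the authors corrected each array for print-tip effects before deposition. The deposited value is a log2 ratio of reference over sample, and every value was turned here to sample over reference. Of 7390 oligonucleotides in the table, 6441 to 7227 carry a value on an array. The table holds no spot intensities, so signal over background could not be computed. Both arrays of a culture were averaged, and limma was fitted to the 12 cultures with a mean for each group, which leaves 6 residual degrees of freedom. After 86 control oligonucleotides were left out, 6146 oligonucleotides had a value in all 12 cultures and were tested. An oligonucleotide is said to rise or fall when it differs at least 2-fold at a Benjamini-Hochberg adjusted p under 0.05. Gene names come from Table S2 of the study, which pairs 765 of the tested oligonucleotides with 671 genes. As that table lists what the study called on the same samples, the gene groups given with the results are not independent evidence of a direction. A high share of called members is built into these groups as well.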

Transcriptome analyses of cyclohexylamine-treated compared to untreated parasites employed a reference design [30] for hybridization to an Operon oligonucleotide array, interrogating 7797 70-mer oligonucleotides which represent 4585 unique genes. RNA was extracted from several untreated, unsynchronized *P. falciparum *3D7 cultures and cDNA synthesized for construction of a universal reference RNA (URR) pool resulting in 86% coverage, according to the method of Novoradovskaya (2004) [31]. Technical and biological variation between hybridisations was estimated by Pearson correlations between the individual slides. 5506 datapoints (spots) passing the normalisation filters across all arrays (18 datasets) were utilised for this purpose. Technical variation was calculated as 0.90 ± 0.04 across all replicates. 

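Across the 5746 oligonucleotides measured on all 18 arrays, arrays of the same culture gave a mean r of 0.895 (SD 0.0468, 6 pairs). Arrays of different cultures of a group gave 0.848 (SD 0.101, 12 pairs). The UT25 cultures stand apart, with r of 0.630 and 0.664, and without UT25 the mean is 0.888 (SD 0.0398, 10 pairs). Among the cytochrome oxidase transcripts of the mitochondrial genome CoxI lies at -0.56 and 0.06 in the UT25 cultures (log2 ratio to the reference) and at -1.64 and -1.94 in the UT18 cultures, while coxIII lies at -0.11 and -0.17 in UT25. Phosphoethanolamine N-methyltransferase (MAL13P1.214) lies at 0.57 and 0.15 in UT25 and at -1.69 and -0.74 in T18. These correlations run across oligonucleotides, which are not independent replicates.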

Biological variation was calculated as 0.85 ± 0.10 across all biological replicates. All technical and biological correlations are given in full in Additional file 1: Table S1. Pearson correlations (r) of the relative expression values of the untreated (UT_18_, UT_25 _or UT_30_) and treated (T_18_, T_25 _or T_30_) samples compared to the reference pool utilised 6823 spots (six collated datasets) in the analyses. The correlations indicated transcriptional arrest in the parasite following cyclohexylamine treatment (Figure 1B). This is evident from Pearson correlations between treated samples, where T_18 _vs T_25 _= 0.86, T_18 _vs T_30 _= 0.82 and T_25 _vs T_30 _= 0.88, indicating that after cyclohexylamine treatment, parasites were in comparable transcriptional states (Figure 1A). In contrast, in untreated samples, where no arrest was observed at a transcriptional or morphological level, correlations between time points were significantly lower (e.g. UT_18 _vs UT_30 _= 0.26, Figure 1B). 

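Untreated parasites moved on between 18 and 30 hpi: 1136 oligonucleotides changed, of which 538 fell (UT30 against UT18). After quantile normalization 881 fell and 844 rose. The cytochrome oxidase genes of the mitochondrial genome rose in all 4 members (median log2 fold change 1.80), and 8 of 18 DNA replication genes rose, with none falling (median 0.79). By product CoI and CoxI are both cytochrome oxidase I, and coxIII and coxIII_2 are both cytochrome oxidase III. Members of this list thus repeat a gene, and the list test below counts them as separate. Replication licensing factor mcm5 (PFL0580w) rose 3.04-fold (SE 0.24 on the log2 scale, limma adjusted p = 0.00132), and alpha tubulin (PFI0180w), a part of the microtubules, by 1.83 and 1.40 on its oligonucleotides. In treated parasites the same cytochrome oxidase oligonucleotides differed between T30 and T18 by -0.08 to 0.30 and none changed. The test of the difference between the untreated and the treated course gave 1.68 (SE 0.35, limma adjusted p = 0.0200) for CoI, and all 4 mitochondrial entries passed. Of the 18 DNA replication genes mcm5 passed at 1.31 (SE 0.33, limma adjusted p = 0.0400), the small subunit of DNA polymerase delta (PFC0340w) passed the other way at -1.01 (SE 0.27, limma adjusted p = 0.0473) and 16 did not pass (camera adjusted p = 0.364). From T18 to T30 2 of these 18 genes rose as well (median 0.54). By limma's camera the mitochondrial genes (adjusted p = 0.00349) and the DNA replication genes (adjusted p = 0.000269) moved against the other named genes from UT18 to UT30. The former have an adjusted p = 0.390 with an estimated correlation, and the latter an adjusted p = 0.562 with an estimated correlation. Counts adjusted over the list alone are also 4 and 8, and the genes of both lists come from the study's own Table S2. From the high correlations between treated time points, beside the lower ones between untreated time points, the paper concludes that transcription was arrested after treatment.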

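Part of the transcripts moved in treated parasites from 18 to 30 hpi. Between T18 and T30, 98 oligonucleotides fell and 28 rose, and between T18 and T25, 36 fell and 4 rose. These totals become 50 and 12 after quantile normalization, 221 and 147 with all 18 arrays as samples, and 0 and 0 by limma with only the groups compared in the fit (1229 and 1285 at an unadjusted p under 0.05), and the latter is 61 with culture as a random block. Anaphase promoting complex subunit 10 (PFL0850w), which acts in the cell cycle, fell by 2.43 (SE 0.26, limma adjusted p = 0.00457), and acyl CoA binding protein (PF10_0016), a carrier of acyl-CoA, rose by 1.63 (SE 0.18, limma adjusted p = 0.00457). Proliferating cell nuclear antigen (PF13_0328), the clamp of DNA polymerase, rose 2.15-fold (log2 SE 0.21), and 3 of 7 heat shock proteins and chaperonins rose, among them chaperonin cpn60 (PFL1545c) by 1.15. Correlations of the group means over 6146 oligonucleotides were 0.906 for T18 with T25 (SD over culture pairs 0.00427), 0.870 for T18 with T30 (SD 0.0237) and 0.941 for T25 with T30 (SD 0.0232). Here and below that SD belongs to r between single cultures, whose mean is 0.871 for T18 with T25. It is not the error of the r of group means. The count between T18 and T30 falls when either culture of T18 or T30 is left out, and without T30 replicate 1 more oligonucleotides rose than fell. It also falls without either UT18 culture and rises without either UT25 culture. These untreated groups are not in the comparison and enter only through the estimate of spread that all groups share. Between T18 and T25, limma calls 0 without T25 replicate 1 (494 at an unadjusted p under 0.05), 7 without T25 replicate 2, 12 and 16 without T18 replicate 1 or 2, 17 without either UT18 culture, 25 without either UT30 culture and 89 without either UT25 culture.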

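By 25 hpi the mitochondrially encoded cytochrome oxidase genes had risen in untreated parasites in all 4 members (median 1.32) and 5 of 18 DNA replication genes had risen. Genes that fell by 30 hpi include the starp antigen (PF07_0006), 8.49-fold (log2 SE 0.42, limma adjusted p = 0.000956), and the putative reticulocyte-binding protein PFL2520w, by 2.25. Merozoite surface protein 4 (PFB0310c) rose by 2.10 (SE 0.35, limma adjusted p = 0.00227). Group means correlated at 0.641 for UT18 with UT25 (SD over culture pairs 0.0923), 0.731 for UT25 with UT30 (SD 0.0398) and 0.253 for UT18 with UT30 (SD 0.0242). From UT18 to UT25, 297 oligonucleotides fell and 307 rose after quantile normalization, and limma called none with only the groups compared in the fit. In the main fit 180 oligonucleotides fell and 115 rose. That total becomes 194 without UT25 replicate 1, 1047 without UT25 replicate 2, and 45 and 19 without UT18 replicate 1 or 2.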

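Beta tubulin was lower in treated parasites than in UT18. In untreated parasites it stood at -0.66 in UT18 and 0.34 in UT30, so the comparison with UT18 does not separate treatment from stage. The transcript (PF10_0084) fell by 2.26 (SE 0.19), 2.06 and 1.47 in T18, T25 and T30, and merozoite surface protein 8 (PFE0120c) rose in T18 by 1.43 (SE 0.24, limma adjusted p = 0.00402). Group means of UT18 correlated at 0.652 with T18 (SD over culture pairs 0.0158), 0.697 with T25 (SD 0.0170) and 0.747 with T30 (SD 0.0129). With UT25 the treated groups gave 0.355 (T18), 0.537 (T25) and 0.587 (T30), and with UT30 they gave 0.00734 (T18), 0.183 (T25) and 0.231 (T30). The value for UT30 with T18 lies within the spread of its culture pairs (SD 0.0306) and is -0.0138 without UT30 replicate 1 and -0.0106 without T18 replicate 1.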

Parasite arrest was estimated close to 18 hpi, as can be gauged from correlations between untreated and treated samples (UT_18 _vs T_18 _= 0.62; UT_18 _vs T_25 _= 0.66 and UT_18 _vs T_30 _= 0.71), which indicate the approximate time of transcriptional arrest (close to but not exactly at 18 hpi) leading to the observed cytostasis (Figure 1B). Additionally, this cytostasis correlates well with the expression time of PfSpdSyn spanning 10-40 hpi and reaching maximal expression at 18 hpi (Malaria IDC Strain Comparison Database [29]). The comparison of the cytostatically arrested treated parasites to untreated parasites at 18 hpi (UT18) is therefore essential to identify differences in the transcriptomes due to drug treatment. Parallel time point comparisons indicated lower correlation values (UT_30 _to T_30 _at 0.27) indicating the presence of cell cycle differences between these populations and negating the use of direct time point comparisons. These results are in strong agreement with those obtained by van Brummelen (2009) [9], where the combination of two cytostatic drugs that target the polyamine pathway also resulted in a global transcriptional arrest after polyamine depletion. 

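At matched times genes of DNA replication and of the mitochondrial genome were lower in treated parasites. In T30 against UT30 the mitochondrially encoded cytochrome oxidase genes fell in all 4 members, coxIII_2 by 3.83 (SE 0.31), and 17 of 18 DNA replication genes fell (median -2.17), PFL0580w by 3.31. Alpha tubulin PFI0180w fell by 3.35 and 2.66 on its oligonucleotides. Lysine decarboxylase (PFD0285c) rose by 1.47 (SE 0.39, limma adjusted p = 0.0140). In all, 927 oligonucleotides fell and 814 rose in T30 against UT30, and 718 fell and 611 rose in T25 against UT25. By camera the DNA replication genes gave adjusted p = 1.38e-05 in T30 against UT30, and adjusted p = 0.395 with an estimated correlation. Adjusted over the list alone 17 fell as well, and Table S2, which named these genes, was drawn from these samples.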

Subsequently, for analysis of significantly affected transcripts, all samples were compared to UT_18_, thereby following a reference point strategy similar to previous reports [9,26], such that drug-specific events were observed and not only cell cycle/stage differences.

Following analysis of differentially expressed transcripts with the LIMMA package in R, it emerged that a total of 706 unique genes (Additional file 2: Table S2) were differentially regulated (across all time points) at least two-fold when applying a false discovery rate cutoff of 5% (significance of p = 0.05). This amounted to 26.4% of the total unique PlasmoDB identities passing the data normalization and quality filter (2673 in total) on the array and included 387 downregulated and 319 upregulated transcripts. 

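Transcripts for DNA synthesis that the study had called were lower in treated parasites than in UT18. In untreated parasites mcm5 (PFL0580w) stood at -1.04 in UT18 and 0.56 in UT30, while PFC0340w stood at 0.12 and 0.02. For genes that rise with stage, the comparison with UT18 does not separate treatment from stage. In T18 against UT18, 17 of 18 DNA replication genes fell and 1 did not pass (median log2 fold change -1.72), with 15 falling in T25 (median -1.69) and 13 in T30 (median -1.19). The strongest were replication factor C subunit 5 (PF11_0117), at -2.55 in T18 (SE 0.25, limma adjusted p = 0.000585), and the small subunit of ribonucleotide reductase (PF14_0053), which makes deoxynucleotides, also at -2.55 (SE 0.26, limma adjusted p = 0.000621). The 3 alpha, beta and gamma tubulins, which form microtubules, fell at each time (median -2.24, -2.00 and -1.40). Another putative tubulin (PF14_0725) went the other way: it rose in T30 by 3.95 (SE 1.00, limma adjusted p = 0.0355), unevenly, at 2.01 and 6.11 in its cultures, and stood at 1.40 in T18 and 0.75 in T25. That rise is 6.00 and 1.90 without T30 replicate 1 or 2, and its call ends without any single UT18, T18, T25 or UT30 culture, at rises of 3.67 (without UT18 replicate 1) or more. Camera gave adjusted p = 9.53e-05, 0.000375 and 0.000485 for DNA replication at the 3 times, and adjusted p = 0.322, 0.352 and 0.364 with an estimated correlation. Counts adjusted over the list alone are the same 17, 15 and 13, and the members were named by Table S2, called by the study on these samples. Of 28 identifiers fixed for the list, 17 stand in Table S2, so the share that fell is largely set by that choice. Only genes that the study called have a name here, so the next number shows how many of its calls return. It is not a separate count of changed genes. Among the 671 genes that could be named, 627 had an oligonucleotide that changed in T18, T25 or T30 against UT18. Oligonucleotides with no name in Table S2 are not among them, although 1284 changed in all and 714 of these carry a name.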

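Of the 627 named genes with a change, 358 fell and 272 rose, and 3 did both on different oligonucleotides. The largest falls in T18 included dynein light chain 1 (PFL0660w), part of a motor on microtubules, at -2.68 (SE 0.32, limma adjusted p = 0.000912), and acyl CoA binding protein at -2.65 (SE 0.18, limma adjusted p = 0.000362). The largest rises in T18 included a serine/threonine-protein kinase (PF14_0516) at 2.16 (SE 0.37, limma adjusted p = 0.00380) and a PfEMP1 (PFL0020w), a surface antigen of the infected erythrocyte, at 2.02 (SE 0.28, limma adjusted p = 0.00181). Of 13 var, rifin and stevor genes, 10 rose in T18, 5 in T25 and 0 in T30 (limma, none falling), with medians of 1.37, 0.90 and 0.67. Camera gave adjusted p = 0.000522, 0.00427 and 0.00866 for this list, and adjusted p = 0.322, 0.352 and 0.364 with an estimated correlation. Adjusted over the list alone 11, 5 and 1 rose, in a list that Table S2 named from these samples. These are multigene families, and cross-hybridisation between members was not measured.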

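Redox enzymes detoxify peroxides, and chaperonins fold proteins. All 6 redox enzymes fell in T18, 5 in T25 and 3 in T30, among them 1-cys peroxidoxin (PF08_0131), at -2.14, -1.86 and -1.77. Of 7 heat shock proteins and chaperonins, 6 fell and 1 rose in T18, 3 fell in T25 and 1 fell in T30, with 10 kd chaperonin (PFL0740c) at -1.95, -1.49 and -1.06. As lists neither passed by camera at any of the 3 times, with adjusted p = 0.0565, 0.0674 and 0.0529 for the redox enzymes and adjusted p = 0.0825, 0.251 and 0.604 for the chaperonins. The redox list passes in T30 after quantile normalization (adjusted p = 0.0446) and without UT18 replicate 2 (mean log2 fold change -1.14), and in T18 without T18 replicate 2 (mean -1.45). Adjusted over the list alone the redox counts are 6, 5 and 3, and Table S2 named both lists from these samples. Over all 6146 oligonucleotides, 488 fell and 450 rose in T18 against UT18, 459 fell and 427 rose in T25, and 253 fell and 158 rose in T30. After quantile normalization 314 fell and 204 rose in T25. Single cultures decide part of these totals, and without T30 replicate 1 falls no longer outnumber rises in T30. The total of 938 in T18 is 615 without UT18 replicate 2 and 608 without T18 replicate 2, and the total of 886 in T25 is 552 and 457 without UT18 replicate 1 or 2 and 443 without T25 replicate 2. The total of 411 in T30 is 59 without UT18 replicate 1, 92 without T30 replicate 1, and 0 by limma without UT18 replicate 2 (1207 at an unadjusted p under 0.05).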

The largest number of transcripts differentially expressed occurred at T_18 _(502 in total), declining to 472 at T_25 _and 221 at T_30 _(Additional file 2: Table S2). Several of these transcripts were differentially expressed at multiple time points.

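Transcripts that fell at all 3 times include the putative ribonucleotide reductase subunit PF10_0154, replication factor a protein (PFD0470c) at -2.19, -2.31 and -2.07, and nucleoside diphosphate kinase b (PF13_0349) at -2.38, -2.54 and -1.92. Asparagine-rich antigen (PF08_0060) rose at all 3 times on each of its oligonucleotides. In the same direction at all 3 times, 181 oligonucleotides fell and 99 rose, where independent lists of these sizes would share 1.50 and 0.804. In the same direction, T18 and T25 shared 564 oligonucleotides and T25 and T30 shared 367, beside 67.7 and 29.9 for independent lists. T18 and T30 shared 110 that rose, beside 11.6, and 5 oligonucleotides were called in opposite directions. The comparisons share the UT18 cultures: in 100 simulated data sets with no change the fold changes of T18 and T25 have a covariance of 0.0491, beside 0.476 here. Part of the excess may come from the shared controls, and the simulations, which call almost nothing, do not show how much. The 280 oligonucleotides shared at all 3 times become 46 without UT18 replicate 1, 47 without T30 replicate 1 and 0 by limma without UT18 replicate 2, where T30 has no call.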

The transcriptome data was validated by examining relative expression of five transcripts functioning in the polyamine/methionine biosynthetic pathway with quantitative real-time PCR (RT-qPCR) analyses. Primers were designed to specifically amplify adenosine deaminase (PF10_0289), LDC (PFD0285c), uridine phosphorylase (PFE0660c), phosphoethanolamine N-methyltransferase (MAL13P1.214) and spermidine synthase (PF11_0301). Eukaryotic translation initiation factor 3 subunit 10 (PFL0625c) was used as endogenous control, since its transcript was not affected by the drug perturbation throughout the time period analyzed, as deduced from array data (at p < 0.05) and the Malaria IDC Strain Comparison Database [29]. 

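Adenosine deaminase, uridine phosphorylase, phosphoethanolamine N-methyltransferase and lysine decarboxylase could be compared with the RT-qPCR folds printed in Table 1 at 3 times, 12 values in all. The sign was the same in 11 of 12, the exception being lysine decarboxylase at 18 hpi. Over these values the log2 fold changes gave r = 0.968 and rho = 0.816, and r = 0.921 without the 2 values farthest from the median of the arrays. The relation rests largely on 1 gene, as r is 0.660 without lysine decarboxylase. Only 4 genes are behind these values and their 3 times share the UT18 cultures, so no p is given.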

RT-qPCR data was in strong agreement with that obtained from array analyses (Table 1), as indicated by a Pearson correlation value of 0.88 for the two datasets. RT-qPCR analyses confirmed the direction of differential regulation (up or down) as well as where transcripts were deemed to be unchanged by the perturbation (e.g. spermidine synthase). Downregulated transcripts showed good concordance between oligonucleotide array and RT-qPCR analyses (e.g. fold change of adenosine deaminase at T_30 _-2.778 and -3.413, for oligo and RT-qPCR analysis, respectively). Similarly, upregulated transcripts showed good concordance, albeit with a smaller fold-change in RT-qPCR analyses (e.g. LDC, Table 1).

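Adenosine deaminase (PF10_0289), an enzyme of purine salvage, fell at each time: -1.22 in T18, -1.55 in T25 and -1.54 in T30 (SE 0.21, limma adjusted p = 0.00429, 0.00234 and 0.00728). Uridine phosphorylase (PFE0660c), an enzyme of nucleoside salvage, fell at -1.72, -1.84 and -1.75 (SE 0.24). Phosphoethanolamine N-methyltransferase (MAL13P1.214), which makes phosphocholine, stood at -0.81 in T18 (limma adjusted p = 0.143) and fell at -1.58 in T25 and -1.84 in T30. The paper's RT-qPCR folds of these genes, put on the log2 scale, run from -1.64 to -2.56. Without UT18 replicate 1 or 2, limma ends the calls in T30 of all 3 genes, at log2 fold changes of -1.56 and -1.51 for adenosine deaminase, -1.74 and -1.76 for uridine phosphorylase, and -1.79 and -1.90 for MAL13P1.214.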

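Lysine decarboxylase (PFD0285c), which makes the diamine cadaverine, rose in T25 to a log2 fold change of 1.81 (SE 0.39, limma adjusted p = 0.0116). Its value in T30 was 1.50 (limma adjusted p = 0.0384), and in T18 0.63 (limma adjusted p = 0.267). The RT-qPCR values of the paper, as log2, are -0.45, 0.15 and 0.67 at 18, 25 and 30 hpi. The call in T25 ends without UT18 replicate 1 (1.63) or 2 (1.98) and without T25 replicate 2 (1.57), and the call in T30 ends without T30 replicate 1 (0.91), without T18, T25, UT30 or UT18 replicate 1 or 2, and after quantile normalization (1.19).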

**Table 1:** Correlation of transcripts and proteins of the polyamine biosynthetic pathway following PfSpdSyn inhibition.

	Fold change (relative to control)					
	
Annotation PlasmoDB ID	Hours post invasion	Oligos representing gene	Oligonucleotide array		RT-qPCR	Proteomics
	18	1	-2.304		-3.472	nd
	
Adenosine deaminase, putative PF10_0289	25	1	-2.907		-5.495	nd
	
	30	1	-2.778		-3.413	-3.030

	18	1	-3.559		-4.651	nd
	
Purine nucleoside phosphorylase/uridine phosphorylase, putative PFE0660c	25	1	-3.731		-5.882	-2.222
	
	30	1	-3.367		-4.348	nd

	18	1	-1.961		-3.115	nd
	
Phosphoethanolamine N-methyltransferase, putative MAL13P1.214	25	1	-3.401		-5.495	nd
	
	30	1	-3.774		-4.049	nd

	18	2	-1.157	1.123	-1.185	nd
	
Spermidine synthase PF11_0301	25	2	-1.038	1.300	-1.289	nd
	
	30	2	-1.035	1.320	+1.087	nd

	18	1	+1.324		-1.362	nd
	
Lysine decarboxylase, putative PFD0285c	25	1	+2.426		+1.106	nd
	
	30	1	+1.954		+1.591	nd

	18	1	-1.300		nd	-3.030
	
Ornithine aminotransferase, PFF0435w	25	1	+1.044		nd	nd
	
	30	1	+1.182		nd	nd

	18	1	-1.597		nd	-2.857
	
S-adenosyl methionine synthethase, PFI1090	25	1	-1.631		nd	-2.222
	
	30	1	-1.761		nd	nd

	18	1	1.347			nd
			
Eukaryotic translation initiation factor 3 subunit 10, putative (endogenous control) PFL0625c	25	1	1.210		endogenous control	nd
			
	30	1	1.221			nd

The array and quantitative real-time PCR (RT-qPCR) datasets showed a high degree of concordance revealed by a Pearson correlation (r) of 0.88. Fold changes for transcripts and proteins are given at each time point. Differentially affected genes and their cognate proteins generally exhibited the same direction and level of regulation.

### Drug-induced changes to the *P. falciparum *proteome

To further investigate the effect of the cyclohexylamine perturbation on *P. falciparum*, global protein expression analyses was also performed using 2D gel electrophoresis (2D-GE). Similar to the transcriptome analyses, differential analyses were obtained by comparing drug-treated proteome profiles of the parasites at the three time points (18, 25 and 30 hpi) to the protein profile of untreated parasites at 18 hpi. Using PDQuest (Biorad), a total of 167 protein spots were successfully matched with high confidence (CI ≥ 95%) across three replicate gels representing the parasite's entire 18 hpi untreated proteome. Of these, 159, 155, and 149 spots were matched with high confidence to corresponding 2D-GE spots representing the parasite's drug-treated proteome at 18 hpi, 25 hpi, and 30 hpi respectively. Statistical analysis revealed a total of 38 differentially expressed proteins with at least a two-fold change and a statistical significance of p = 0.05 (Student's T-test). The identities of 21 of these were positively established through MALDI-QTOF-MS and MS/MS (nine at 18 hpi, six at 25 hpi and six at 30 hpi) (Additional file 3: Table S3). Four of these were found to be involved in the polyamine/methionine biosynthetic pathway, namely ornithine aminotransferase (PFF0435w), S-adenosylmethionine synthetase (PFI1090w), uridine phosphorylase, putative (PFE0660c) and adenosine deaminase (PF10_0289). It was not possible to establish the identities of 17 of the 38 differentially expressed proteins, due to their low abundance being beyond the detection limits of the mass spectrometer used. However, the successful identification using mass spectrometry of 21 out of the 38 differentially expressed proteins selected for characterization (i.e. a yield of 55%) compared well to previous 2D-GE studies of Plasmodial proteins which displayed an identification rate of approximately 30% [9,32].

Inhibition of SpdSyn in *P. falciparum *resulted in a general downregulation in expressed proteins. Expression of all but one (a putative pyruvate kinase (PFF1300w)) of the 21 differentially affected proteins identified was found to be downregulated. Of these, six displayed a similar direction of differential expression with their corresponding genes, even though the expression levels varied (Additional file 3: Table S3). For 14 downregulated proteins, no significant change in underlying gene expression was observed following treatment, while in the case of the putative pyruvate kinase (PFF1300w), increased accumulation of this protein was detected in contrast to a relative reduction in underlying levels of mRNA. 

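Among the proteins of Table S3, transcripts of 5 genes could be measured. Of 14 identifiers fixed for this list, only these stand in Table S2, which holds only transcripts that the study called. The others have no name here, so the share that fell is largely set by that choice. For most of the downregulated proteins the paper found no significant change of the transcript. Alpha tubulin (PFI0180w) fell at all 3 times on both of its oligonucleotides, in T18 by 2.37 (SE 0.18, limma adjusted p = 0.000362) and 1.95, in T25 by 2.01 and 2.00, and in T30 2.88-fold and 2.39-fold. The conserved protein PF10_0325 fell in T18 (-1.09, SE 0.20, limma adjusted p = 0.00476) and stood at -0.98 and -0.80 in T25 and T30. Pyruvate kinase (PFF1300w), a glycolytic enzyme, fell in T25 (-1.12, SE 0.15, limma adjusted p = 0.00214) and stood at -0.93 in T18 and -0.94 in T30. As a list, 4, 4 and 3 of the 5 fell, and the same counts hold adjusted over the list alone. Camera gave adjusted p = 0.0565, 0.0511 and 0.0308, with adjusted p = 0.322, 0.352 and 0.364 with an estimated correlation. With the preset correlation the list loses its call in T30 without T30 replicate 2 (mean log2 fold change -1.30). It gains one in T18 without T18 replicate 2 (-1.44), and in T25 without T25 replicate 2 (-1.52), after quantile normalization and with all 18 arrays as samples. The study chose these genes on the same experiment.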

In previous studies, moderately high correlation between mRNA and protein abundance has been shown for *P. falciparum*, varying in degree of correlation according to the parasite's stage-specific development [33]. However, this effect is not observed for all proteins and their encoding genes, and it has been proposed that this discrepancy in part reflects the contribution of more complex regulatory processing involving post-transcriptional mechanisms and/or protein peptide modification [33]. Thus, in the case of the putative pyruvate kinase (PFF1300w) for example, in-depth analysis to determine the modification status of this sequence at the gene and protein level may shed more light on the contrasting changes observed in expression.

### Selected metabolite profiling of cyclohexylamine-treated *P. falciparum*

Information regarding the effect of PfSpdSyn inhibition on the polyamine profile of *P. falciparum *is still lacking. To investigate polyamine perturbations resulting from treatment of *P. falciparum *with cyclohexylamine, selected metabolite profiling was performed on these parasites. HPLC analyses of polyamines of both cyclohexylamine-treated and untreated *P. falciparum *trophozoites (25 hpi) revealed significant fluctuations in the polyamine content of the parasites (Figure 2). A significant increase (4-fold, p-value 0.004) in the PfSpdSyn substrate putrescine was observed after inhibition. PfSpdSyn inhibition also led to depletion in the levels of the downstream product metabolites, spermidine and spermine (spermidine: ~2- fold decrease (p-value 0.056); spermine: 1.7-fold decrease (p-value 0.099)). Levels of the related polyamine, cadaverine, were assessed to investigate whether a compensatory increase in this metabolite occurs due to induction of LDC transcripts. Levels appeared to be increased but the change was not statistically significant.

**Figure 2:**
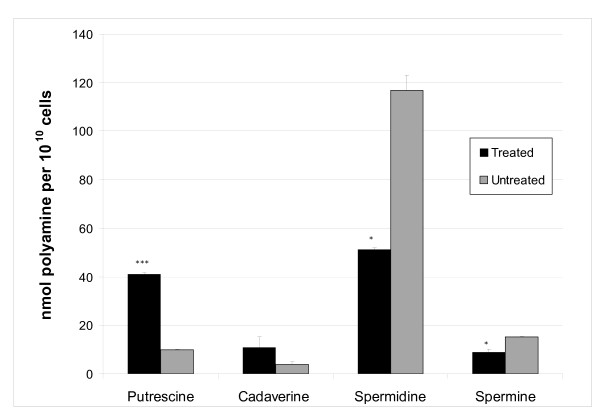
**Levels of selected polyamines following *PfSpdSyn *inhibition**. Values represent the concentration of polyamine per 10^10 ^cells, measured from two independent experiments performed in duplicate. Error bars are given as the standard error of the mean. Statistical significance is indicated by *** equivalent to 99% (p < 0.01) and * to 90% (p < 0.10) determined through a heteroscedastic Student t-test analysis.

### Perturbation responses include polyamine and associated pathways

Differentially affected transcripts and proteins were analyzed in MADIBA [34,35] to ascertain which metabolic pathways were affected by cyclohexylamine challenge. All differentially regulated genes/proteins at each time point were submitted as a cluster. Generally, gene clusters submitted for analyses following clustering are smaller than either of the lists of differentially down- or upregulated genes at each time point (ranging from 81 (upregulated at 30 hpi) to 285 (downregulated at 18 hpi)). Hence, larger p-values were expected from the contingency test (Fisher's exact test). Nonetheless, the polyamine biosynthetic pathway ranked among the pathways most affected (according to lowest p-value) by cyclohexylamine treatment by analyzing the transcriptome data (p-values for polyamine metabolism 0.214, 0.102 and 0.088 for T_18_, T_25_, T_30_, respectively). This effect on the polyamine pathway was confirmed for differentially expressed proteins (0.028, 0.019 and 0.016 for T_18_, T_25 _and T_30_, respectively). The lower p-values for differentially affected pathways elucidated by proteomics analysis were expected since the proteome coverage was not as extensive as the transcriptome analysis (21 proteins vs. 4585 unique genes interrogated) and therefore a smaller amount of proteins were submitted to the contingency test (Additional file 3: Table S3). Comparatively, the glycolytic pathway was scored at 0.322 and 0.416 (T_18 _and T_25, _respectively) and oxidative phosphorylation at 0.106, 0.012 and 0.035 (T_18_, T_25 _and T_30_, respectively) within the transcriptome dataset. 

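Transcripts of the mitochondrion were lower in treated parasites than in UT18. In untreated parasites CoI stood at -1.62 in UT18 and -0.01 in UT30, and ATP synthase beta chain at -0.29 and 0.61. The comparison with UT18 therefore does not separate treatment from stage. Of 9 nuclear genes of the TCA cycle and respiratory chain, 8 fell in T18, 9 in T25 and 6 in T30, with medians of -1.35, -1.25 and -1.07. ATP synthase beta chain (PFL1725w) fell by 1.88 in T18 (SE 0.21, limma adjusted p = 0.000771), 1.68 in T25 and 1.36 in T30, and succinate dehydrogenase flavoprotein (PF10_0334) fell on both of its oligonucleotides. The mitochondrially encoded cytochrome oxidase genes fell in 4, 4 and 3 of 4 members, with medians of -1.50, -1.67 and -1.48. For the nuclear list camera gave adjusted p = 0.0178, 0.0179 and 0.0151, and adjusted p = 0.355, 0.391 and 0.433 with an estimated correlation. For the mitochondrial list the values are adjusted p = 0.0811, 0.0747 and 0.0529, passing in T30 without UT18 replicate 2 (mean -1.47) or T30 replicate 1 (mean -1.38), and glycolysis has only 1 measured member. Adjusted over the list alone 8, 9 and 6 of the nuclear genes and 4, 4 and 3 of the mitochondrial entries fell, in lists named by the study's own Table S2. The mitochondrial entries repeat cytochrome oxidase I and III.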

For the proteome, the glycolytic score was 0.054 for both T_18 _and T_30, _and not affected at T_25_.

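Neither adenosine deaminase nor uridine phosphorylase was called in untreated parasites from 18 to 30 hpi (-0.07, limma adjusted p = 0.823, and -0.65, limma adjusted p = 0.0689). Uridine phosphorylase still declined, at 0.13 in UT18, -0.25 in UT25 and -0.51 in UT30. At matched times both were lower with treatment. Adenosine deaminase (PF10_0289) fell by 1.72 in T25 against UT25 (SE 0.21, limma adjusted p = 0.000493) and by 1.46 in T30 against UT30, and uridine phosphorylase (PFE0660c) fell by 1.46 in the former comparison and 2.15-fold in the latter (log2 SE 0.24).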

Differentially affected transcripts and their cognate proteins mapping to the polyamine biosynthetic pathway included adenosine deaminase (maximal fold change -2.907 (transcript) and -3.030 (protein) downregulated) and uridine phosphorylase (fold change -3.731 (transcript) and -2.222 (protein) downregulated) (Table 1, Figure 3). Transcripts encoding LDC (fold change +2.426) were also affected. Furthermore, genes acting in pathways directly linked to the polyamine pathway were differentially regulated. These included four transcripts (ribonucleotide reductase small subunit, putative (PF10_0154), inorganic pyrophosphatase, putative (PFC0710w), protein with aminophospholipid-transporting P-ATPase and guanyl cyclase domains (MAL13P1.301) and thioredoxin reductase (PFI1170c)) in the purine metabolic pathway and five methyltransferases (phosphoethanolamine N-methyltransferase, putative (MAL13P1.214), S-adenosylmethionine-dependent methyltransferase, putative (PFE1115c), methyl transferase-like protein, putative (PF13_0016), protein-L-isoaspartate O-methyltransferase beta-aspartate methyltransferase, putative (PF14_0309) and N6-adenine-specific methylase, putative (MAL13P1.255)) (Figure 3). 

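Lysine decarboxylase (PFD0285c) stood at 0.03 in untreated parasites from 18 to 30 hpi (limma adjusted p = 0.960). In T25 against UT25 it rose by 1.53 (SE 0.39, limma adjusted p = 0.0151). The difference between T25 and T18 was 1.18 (limma adjusted p = 0.220).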

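Thioredoxin reductase (PFI1170c), which keeps thioredoxin reduced, fell on both of its oligonucleotides, at -1.37 and -1.69 in T18, -1.71 and -1.70 in T25, and -1.23 and -1.29 in T30 (SE 0.19). Ribonucleotide reductase small subunit (PF10_0154) fell at -2.37 (SE 0.25, limma adjusted p = 0.000626), -2.33 and -1.87. Inorganic pyrophosphatase (PFC0710w), which splits pyrophosphate, fell at -1.11 and -1.18 in T18 and T25 and stood at -0.68 in T30. The P-ATPase with guanyl cyclase domains (MAL13P1.301) stood at -0.52, -0.64 and -0.90 with limma adjusted p = 0.204, 0.133 and 0.0704. As a list 3, 3 and 2 of 4 purine genes fell, also adjusted over the list alone, and the study picked them on these samples. Camera gave adjusted p = 0.116, 0.118 and 0.101. Of the 5 methyltransferases only MAL13P1.214 is paired with an oligonucleotide, and the others were not analysed.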

Additional significantly affected proteins functioning in the polyamine biosynthetic pathway included ornithine aminotransferase (fold change -3.030 in the first time point) and S-adenosylmethionine synthetase (fold change -2.857 in the first time point) (Figure 3, Table 1). Transcripts for the latter were also downregulated but not to the extent of the 2-fold cutoff (Table 1).

**Figure 3:**
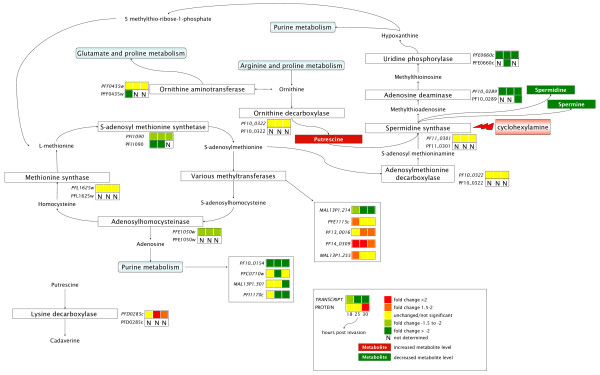
**Regulation of transcripts, proteins and metabolites of the polyamine biosynthetic pathway following cyclohexylamine inhibition**. The relative expression (to untreated control samples) of each transcript and its encoding protein is indicated at each time point sampled. Increased/decreased levels of selected metabolites are indicated. Additionally, regulation of transcripts in purine metabolism and various methyltransferases are indicated.

Data obtained in this study was compared to that from two previous profiling experiments involving polyamine biosynthetic inhibitors namely DFMO (ODC inhibitor; [28]) and DFMO/MDL73811 (ODC/AdoMetDC inhibitors respectively; [9]). A large degree of overlap was observed for differentially expressed genes and proteins, but effects specific to each treatment were also identified (Table 2). Indeed, 21 upregulated transcripts in the PfSpdSyn inhibition dataset were also observed in the PfAdoMetDC/ODC dataset (12.3% of the latter). Moreover, this number was increased to 60 for overlapping downregulated genes (16% of the PfAdoMetDC/ODC inhibition dataset). Six transcripts of the polyamine pathway were affected in exactly the same manner, whether PfSpdSyn was inhibited with cyclohexylamine (this study) or whether the bifunctional PfAdoMetDC/ODC were co-inhibited with DFMO/MDL73811 (unchanged: spermidine synthase (PF11_0301); upregulated: LDC (PFD0285c); and downregulated: uridine phosphorylase (PFE0660c), adenosine deaminase (PF10_0289), S-adenosylmethionine synthetase (PFI1090w) and adenosylhomocysteinase (PFE1050w) (Table 2)). Conversely, transcripts differentially regulated amongst the three treatments were OAT (PFF0435w, PfSpdSyn inhibition: unchanged (with the exception of protein at 18 hpi), ODC and PfAdoMetDC/ODC inhibition: upregulated), PfAdoMetDC/ODC (PF10_0322, unaffected in PfSpdSyn inhibition, down in PfAdoMetDC/ODC inhibition, not determined in ODC inhibition) and hypoxanthine phosphoribosyltransferase (PF10_0121, unchanged in PfSpdSyn and PfAdoMetDC/ODC inhibition but upregulated by ODC inhibition).

**Table 2:** The regulation of transcripts and proteins of the polyamine pathway in three distinct inhibition experiments.

Annotation	PlasmoDB ID	Cyclohexylamine (PfSpdSyn inhibition) (This work)		DFMO/MDL73811 (PfAdoMetDC/ODC inhibition) [9]		DFMO (ODC inhibition) [28]
		
		Transcript	Protein	Transcript	Protein	Transcript
Ornithine aminotransferase	PFF0435w	**≈**	**↓**	**↑**	**↑**	**↑**

S-adenosylmethionine decarboxylase-ornithine decarboxylase (PfAdoMetDC/ODC)	PF10_0322	**≈**	nd	**↓**	nd	nd

Hypoxanthine phosphoribosyltransferase	PF10_0121	**≈**	nd	**≈**	nd	**↑**

Uridine phosphorylase, putative	PFE0660c	**↓**	**↓**	**↓**	nd	nd

Adenosine deaminase, putative	PF10_0289	**↓**	**↓**	**↓**	nd	nd

Spermidine synthase	PF11_0301	**≈**	nd	**≈**	nd	nd

S-adenosylmethionine synthetase, putative	PFI1090w	↓*	**↓**	**↓**	**↓**	nd

Adenosylhomocysteinase (S-adenosyl-L-homocysteine hydrolase)	PFE1050w	↓*	nd	**↓**	nd	nd

Lysine decarboxylase, putative	PFD0285c	**↑**	nd	**↑**	nd	nd

* = fold change between -1.5 and -2 fold

↓ = downregulated

↑ = upregulated

≈ = unchanged

nd = not determined

A large degree of overlap was observed for the response to polyamine depletion, whether PfSpdSyn, PfAdoMetDC/ODC or ODC alone were inhibited. Also, effects specific to each inhibitor could be gauged.

## Discussion

In this investigation, cyclohexylamine treatment of *P. falciparum *parasites resulted in a perturbation-specific response due to polyamine depletion (regulation of spermidine synthase, LDC, uridine phosphorylase, adenosine deaminase, S-adenosylmethionine synthetase and adenosylhomocysteinase) as well as an inhibitor-specific response due to spermidine synthase inhibition on the transcriptional level (regulation of OAT, PfAdoMetDC/ODC and hypoxanthine phosphoribosyltransferase). These responses will be discussed at the level of the specific polyamine biosynthetic enzymes in more detail.

### LDC

In a previous investigation, inhibition of both decarboxylase activities of the bifunctional PfAdoMetDC/ODC led to the marked upregulation of LDC over a time course [9]. PfSpdSyn inhibition also led to an increase in transcripts encoding LDC, albeit only in one time point in array analyses, and not to the extent of the two-fold cutoff in RT-qPCR analyses. This upregulation of LDC is regarded as a specific compensatory response to polyamine metabolism perturbation resulting in polyamine depletion. Lysine decarboxylation produces cadaverine, a diamine and structural analogue of putrescine, presumably to compensate for the lack of other polyamines as has been shown in plants and partially in *Plasmodium *[36,37].

### Adenosine deaminase and uridine phosphorylase

As expected, downstream enzymes whose function is dependent on the metabolism of polyamines, including adenosine deaminase and uridine phosphorylase, were downregulated upon perturbation of polyamine metabolism on both transcript and protein levels. These were also affected upon PfAdoMetDC/ODC co-inhibition [9]. Therefore, the decreased production of 5-methylthioadenosine, a substrate for adenosine deaminase, after polyamine depletion [14], possibly resulted in a regulatory signal to decrease the production of this protein at the transcriptional level. Consequently, this downregulation may explain the observed decrease in 5-methylinosine following PfAdoMetDC/ODC co-inhibition [14], which manifests in the downregulation of the production of uridine phosphorylase. Ultimately, the downregulation of these proteins would result in the decreased production of precursors for purine metabolism as well as methionine synthesis.

### OAT

During the inhibition of ODC or the co-inhibition of both decarboxylase activities of the bifunctional PfAdoMetDC/ODC [9,28] an upregulation in both the transcript and protein for OAT was observed, potentially to prevent toxic accumulation of ornithine when this metabolite was not used for polyamine production. This was clearly confirmed with a metabolomic analysis which indicated the total depletion of putrescine levels due to the abovementioned inhibition and a homeostatic maintenance of ornithine levels [9,38]. However, upon inhibition of PfSdpSyn, this compensatory increase in OAT transcripts or protein was not observed, which corroborates its specific upregulation when ornithine decarboxylation is prevented.

It would be predicted that inhibition of PfSpdSyn would result in an increase in putrescine concentrations in the parasite and a marked decrease in spermidine concentrations. Metabolite analyses of *P. falciparum *confirmed that inhibition of PfSpdSyn results in a substantial increase in putrescine concentration. Moreover, a decrease was observed in spermidine and spermine concentrations. *P. falciparum *lacks a spermine synthase activity but PfSpdSyn has been shown to uniquely metabolize its product, spermidine, to additionally provide spermine (10% of its activity, [12]). The observation of a decrease in spermine levels after PfSpdSyn inhibition with cyclohexylamine therefore confirms this secondary activity of the protein.

### PfAdoMetDC/ODC

The co-inhibition of the bifunctional PfAdoMetDC/ODC resulted in a downregulation of the transcript for this protein [9]. This effect was not mirrored by PfSpdSyn - the transcript for this protein was not differentially affected and, moreover, putrescine levels increased. Therefore, it seems as if an increase in this metabolite (as was observed for PfSpdSyn inhibition) does not trigger the regulation of PfAdoMetDC/ODC.

### Methionine recycling

Inhibition of PfSpdSyn resulted in a decrease in transcripts for proteins involved in methionine recycling. PfSpdSyn inhibition could presumably also have caused an increase in the decarboxylated form of AdoMet as a product of AdoMetDC. Decarboxylated AdoMet is exclusively used in the synthesis of polyamines [1] and as such, its homeostasis is controlled only by polyamine and methionine metabolism. After co-inhibition of PfAdoMetDC/ODC [14], it was shown that AdoMet levels were homeostatically controlled in the parasite, presumably to prevent a hypermethylated state. The mechanism proposed for the homeostatic control of AdoMet levels in Plasmodia is the downregulation of its synthesis, effectively by downregulating the synthesis of AdoMet synthetase [39]. This downregulation was also observed on both transcript and protein levels in this study after PfSpdSyn inhibition.

Three independent profiling investigations of different polyamine biosynthesis inhibitors indicated highly reproducible perturbation-specific results, as well as specific effects related to the inhibitors used. These findings lend support to the growing body of evidence that implicates a role for transcriptional level control in the response of *P. falciparum *to drug perturbation. The findings further highlight that this organism demonstrates an ability to mount a compensatory response following drug perturbation of the polyamine pathway. For *P. falciparum*, an organism noted for it's adeptness to developing drug resistance, such knowledge is critical to guiding the future direction of drug development strategies seeking to target the polyamine biosynthetic pathway. It is also becoming clear that the phenomenon of directed transcriptional level response to perturbation may occur in select biological processes within the parasite, e.g. in the case of antifolate inhibition such events are not observed [40,41]. This suggests the presence of a highly complex regulatory system which still remains to be fully elucidated, where the dominant regulation may occur at the transcriptional level for some genes, whereas for others it may occur at the post-transcriptional and/or translational level. Recent advances in microarray and mass spectrometry technologies, which now enable simultaneous and in-depth high-throughput analysis of such events, promise to provide greater insight into these phenomena.

## Conclusions

In this investigation, the consequences of inhibiting SpdSyn in *P. falciparum *were evaluated on several levels. Unique polyamine biosynthetic effects, specific to the inhibition of PfSpdSyn, were observed. These effects stem from the specific polyamines perturbed; in this instance the inhibition of the formation of spermidine and spermine. By providing detailed analyses of the consequences of PfSpdSyn inhibition, this work also contributes to efforts aiming to identify drug targets most suited to chemotherapeutic intervention in this pathway.

## Methods

### Culturing and drug treatment

Culturing of parasites and drug treatment experiments were conducted under aseptic conditions. *P. falciparum *isolate 3D7 parasites were cultured in 75 cm^2 ^flasks (Nalgene) in human erythrocytes (blood group A+) and RPMI 1640 medium supplemented with 25 mM HEPES, 0.0088% hypoxanthine, 40 ug/ml gentamycin (all Sigma) and 0.5% Albumax (Invitrogen). Parasites were maintained in continuous culture in a 10 ml volume, and were scaled up to 50 ml for drug treatments. The parasitemia and morphological forms detected in the cultures were determined and estimated by Giemsa (Fluka) stained smears under 1000× light microscopy.

Prior to morphology studies and drug treatment, cultures were synchronized with 5% D-sorbitol [42] for 5 min at 37°C to select for parasites in the ring stage. Sorbitol treatment was repeated two days later. A morphological analysis of the culture was performed in the presence and absence of 2 mM cyclohexylamine (corresponding IC_99 _value) in DMSO over a 48 h period. Smears of the cultures were prepared every 6 h post drug treatment. Fresh cultures were scaled up to 50 ml (5% hematocrit, 10% parasitemia), synchronized twice and treated with 2 mM cyclohexylamine at invasion (K. Lüersen, personal communication). Fifteen milliliters of culture was harvested at late ring/early trophozoite (18 hpi), mid trophozoite (25 hpi) and late trophozoite (30 hpi) stages. Similar volumes were harvested from untreated *P. falciparum *3D7 control cultures at the same time points. Parallel drug treatments were conducted, serving as biological replicates.

### RNA extraction

Erythrocytes from harvested cultures were pelleted, washed once with 1× PBS to remove traces of culture medium, and then frozen at -80°C until RNA extractions were performed. RNA was extracted by the method described by [28] and quantified using the Nanodrop 1000 spectrophotometer (Thermo Scientific). The integrity was confirmed on an Agilent Bioanalyzer.

### Universal Reference RNA pool (URR)

A reference pool of RNA from mixed-stage *in vitro *cultures was constructed. Cultures were grown to high parasitemia, without synchronisation. Twenty-four (24) cultures were harvested and flash-frozen in liquid nitrogen. RNA was extracted as described previously. Care was taken to avoid bias towards any specific life cycle stage. The percentage of spots on the microarray to which the URR hybridized was determined in order to gauge accurate expression ratios for as many spots as possible. Equal amounts of URR were labelled with either Cy3 or Cy5 and hybridized to a microarray (as described in next section). URR coverage was defined as the percentage of spots called "present" when local background-subtracted intensity of a spot exceeded the average background intensity of all spots in that channel [31].

### cDNA synthesis and array hybridization

A reference design was employed for array hybridisation, utilising the URR pool described previously. All solvent-control and drug-treated samples were hybridised to Operon slides, along with the URR. For each time point and each untreated/treated sample, three microarray slides were processed, such that a total of eighteen slides were processed in the study. Two independent cDNA samples (biological replicates) were prepared for each untreated and drug-treated sample at each time point. One of the biological replicate cDNA samples were additionally hybridised to a third slide (representing the technical replicate). cDNA synthesis reactions of 12 μg each were set up for each sample or reference RNA in a total of 50 μl. Prior to denaturation at 70°C for 10 min, 2 μl of oligo d(T) primer (2 μg/μl) and 8 μl of random nanomer primer (0.5 μg/μl) (both New England Biolabs) were added. cDNA synthesis proceeded overnight at 42°C after the addition of an aminoallyl-dNTP mix (Fermentas), DTT, reaction buffer and 200 U of SuperScript III Reverse Transcriptase (Invitrogen). RNA was hydrolyzed by the addition of 10 μl each of 1 M NaOH and 0.5 M EDTA solutions and incubated at 65°C for 10 min. Unincorporated aminoallyl dUTP was removed by purification using the NucleoSpin Extract II Kit (Macherey-Nagel). The eluted cDNA was quantified using a Nanodrop spectrophotometer and similar quantities of test and reference cDNA (typically 2 μg) were dried down to a volume of 2.5 μl in a vacuum drier. Five microliters of a 0.2 M Na_2_CO_3 _buffer, pH 9.0, was added to the cDNA and mixed well. Cy3 (sample) or Cy5 (reference) (2.5 μl) (GE Healthcare) ester was added and the coupling allowed to proceed for 2 h in the dark at room temperature. Uncoupled dyes were removed by purification with the RNeasy Mini Kit (Qiagen). Probe labelling was estimated on a Nanodrop. Similar amounts of labelled probe (typically 100 picomoles) were hybridized to the microarray slides. Slides were prehybridized with a solution containing 5× SSC (from 20× SSC: 3 M NaCl, 1.5 M sodium citrate, pH 7.0), 0.1% SDS and 0.1 mg/mL BSA, prewarmed to 42°C. Prehybridization proceeded in 50 ml Falcon tubes, incubated at 42°C for 45-60 min. Following prehybridization, the slides were washed in three washes of 0.1× SSC before centrifugation for 5 min at 200 × g. The combined Cy-labelled probes (4 μl) were mixed with 36 μl of hybridization buffer (Operon) for a total volume of 40 μl. The probes were denatured at 95°C for 5 min, and subsequently applied to the slide under Lifterslips (Erie Scientific Company). The microarray slides were enclosed in ArrayIt (Telechem International) hybridization chambers and submersed in a heated water bath and incubated for 16-20 h at 42°C. The slides were successively washed in low stringency (2× SSC, 0.5% SDS; heated to 42°C), medium stringency (1× SSC) and high stringency (0.1× SSC) wash buffers for 5 min each. Slides were then centrifuged (5 min, 200 × g). Scanning was performed with an Axon GenePix 4000B scanner (Molecular Devices).

### Microarray data analysis

GenePix results (gpr) files were generated using GenePix 6.0 (Molecular Devices) software, without normalization. For clustering analyses, results files were normalized with DNMAD (Diagnosis and Normalization for MicroArray Data) [43] using print-tip loess. The normalized values were subsequently downloaded and analyzed with the Multiexperiment Viewer (MeV) in the TM4 software suite [44]. Hierarchical Clustering (HCL, average linkage) [45] was performed to estimate technical and biological variation between samples and at which point cytostasis most likely occurred for comparative purposes in downstream analyses. Intensity data for individual slides were imported into LIMMA (linear models for microarray data) in the R computing environment [46]. Pre- and post-normalization diagnostic plots were performed using MARRAY. Data from each microarray slide was normalized using print-tip loess. Data between microarrays was normalized using rquantile normalisation. Pearson correlations were computed in ExCel to estimate variation between technical and biological replicates. Spots excluded from slide correlations and normalisation were those weighted by the limma script or flagged in the Genepix results file (gpr). Additionally, spots termed Alien, Empty, Null and Operon Use Only were excluded from the correlation analyses. These spots were similarly excluded for correlations between untreated and treated samples at each time point following normalisation. Results from biological and slide replicates within each of the time points were collated, and linear models were computed to contrast gene expression between time points. A two-fold change in gene expression was used as cut-off, in conjunction with correction for false discovery (false discovery rate (FDR) = 5%). Normalised data was deposited in the Gene Expression Omnibus (GEO) database, number GSE18075. Analysis of differentially expressed genes was performed in MADIBA ([34] Micro Array Data Interface for Biological Annotation [35]).

### Quantitative Real-Time PCR

cDNA samples prepared for microarray analyses were utilized for quantitative real-time PCR (RT-qPCR) validation of global expression analysis. Briefly, cDNA (with 500 nM of each primer and 1× Power SYBR Green PCR Master Mix (Applied Biosystems)) was amplified in 96 well plates in an Applied Biosystems 7500 Real-Time PCR cycler. Primers were designed using Primer3 Plus [47] with the qPCR module activated. Primer sequences used for polyamine as well as housekeeping genes are available on request. Following enzyme activation at 95°C for 10 min, the cDNA was amplified for 40 cycles (95°C for 15 s, 60°C for 60 s). A melt curve was performed to ascertain primer specificity. Relative expression was calculated using Applied Biosystems Sequence Detection Software.

### Protein extraction and two-dimensional electrophoresis

Parasites from harvested cultures were released from erythrocytes by saponin lysis [48] and the resulting pellet washed five times in ice-cold wash medium (RPMI 1640 medium supplemented with 25 mM HEPES ((4-(2-hydroxyethyl)-1-piperazineethanesulfonic acid), 20 mM sodium bicarbonate and 40 μg/ml gentamycin; all Sigma). A pellet from a 15 ml culture was resuspended in 500 μl lysis buffer (8 M urea, 2 M thiourea, 2% CHAPS (3-[(3-Cholamidopropyl)dimethylammonio]propanesulfonic acid), 65 mM dithiothreitol (DTT) (all Sigma) and 1% IPG buffer pH 3-10 (Amersham)). The sample was freeze-thawed five times in liquid nitrogen and then sonicated on ice (Bandelin Sonopuls sonicator, at power level 65%) using five 10 sec bursts with 10 sec of cooling in between. Care was taken to prevent warming of the sample, which introduces artifacts resulting from urea breakdown and protein carbamylation. The supernatant was clarified by ultracentrifugation at 30 000 × g for 30 min at 4°C [49]. Protein concentration was assayed in duplicate by the RCDC protein assay kit (BioRad) against a standard curve of bovine serum albumin (BSA, BioRad). Isoelectric focusing (IEF) of total protein, 300 μg (analytical gels) and 450 μg (preparative gels), was performed as described by [9]. After IEF, gel strips were equilibrated and cysteine residues reduced and subsequently alkylated by treatment with 1% DTT and 2.5% iodoacetamide (Sigma) in equilibration buffer (50 mM Tris-HCl pH 8.8, 6 M urea, 30% glycerol, 2% SDS and bromophenol blue) for 10 min each prior to second dimension analysis. Two-dimensional electrophoresis (2DE) was subsequently performed on 12.5% polyacrylamide gels at constant current of 40 mA per gel for three hours on the Protean II Cell system (BioRad). After 2DE, analytical gels were stained with SyproRuby fluorescent stain (BioRad) and preparative gels with PageBlue Protein stain (Fermentas) according to the suppliers' protocol. Gels were imaged with Pharos FX imager (BioRad) and differential analysis performed using PDQuest™ (V 8.0.1; BioRad) software on a set of three independent gels per experimental condition. Data comparison was carried out against the untreated protein profile at 18 hpi. Spot intensity was normalized using the "local regression" model to compensate for non-expression-related variations in spot intensity. Images were analyzed for quantitative differences, using two-fold difference in expression with a t-test significance level of 95% applied.

### Protein identification

#### In-gel digestion

Protein spots of interest were manually excised from PageBlue stained gels. Low abundant proteins were excised from more than one gel and gel plugs pooled to increase protein yield for mass spectrometry (MS) analysis. The number of gels that spots were excised from depended on the intensity of the protein spot. Protein spots were subjected to in-gel trypsin digestion and the resulting peptide mixture was purified using Stage tips^® ^(Proxeon) prior to MS analysis.

#### Data acquisition

MS data was acquired using a Q-STAR Elite Q-TOF mass spectrometer (Applied Biosystems) with either a MALDI (matrix-assisted laser desorption ionization) or ESI (electron spray ionization) source depending on which source was installed at the time of sample submission for MS analysis.

#### MALDI-ionization

Samples were co-crystallized with 5 mg/ml α-cyano-4-hydroxy cinnamic acid (CHCA, Brüker Daltonics) matrix in 50% acetonitrile (ACN, Sigma), 0.1% trifluoro-acetic acid (TFA, Sigma) and spectra acquired with a 337 nm nitrogen laser operated at 20 Hz. Protein identification was based on peptide mass fingerprint (PMF) and sequencing data. The instrument was calibrated using Brüker's peptide calibration standard II using peaks at 757.39 and 2093.08 m/z. PMF spectra were acquired in positive ion mode using a range of 600-2500 m/z. MS/MS data was obtained by collision induced dissociation (CID), using argon as collision gas, from the 50 highest parent ions in the corresponding PMF spectra.

#### ESI-ionisation

Samples were loaded in Proxeon NanoES capillaries and ionized using IonSpray voltage of 900-1200 V. The instrument was calibrated using Glu-Fibrinopeptide B (Sigma-Aldrich) using fragment ions 246.15 and 1285.54 m/z. PMF spectra were acquired in positive ion mode using a range of 450 - 1500 m/z. MS/MS data obtained via Information Dependent Acquisition (IDA) method where doubly and triply charged parent ions were selected for fragmentation by collision induced dissociation (CID), using nitrogen as collision gas.

#### Data processing

Protein identification was performed by searching the NCBI database using the Mascot search engine. The following parameters were used for database searches with MALDI-QTOF PMF and sequencing data: monoisotopic mass, peptide charge +1, 50 ppm mass accuracy, trypsin as digesting enzyme with 1 missed cleavage allowed, carbamidomethylation of cysteine as a fixed modification, oxidation of methionine as allowable variable modification. For PMF data positive identifications equaled or exceeded the minimum significant score of 70. By MS/MS analysis, positive identifications required a minimum of two unique peptides, with at least one peptide having a significant ion score. Similar parameters were used to search ESI-QTOF PMF and sequencing data with only peptide charge set to +2 and +3. Exploratory analysis of the differentially expressed proteins was performed in MADIBA [34].

### Polyamine metabolite analysis

Synchronized *P. falciparum *3D7 cultures (two biological replicates) were treated with 2 mM cyclohexylamine as described for the transcriptome analyses. Parasites in mid-trophozoite (25 hpi) stages were selected for polyamine extraction. Triplicate samples of 20 ml parasite culture (~20% parasitemia) were harvested, pelleted by centrifugation at 2000 × g for 5 min (Boeco) and re-suspended in 4× equivalent pellet volumes of PBS. These wash steps were repeated four times in total. Subsequent cell counting was performed accurately in quadruplicate with a Neubauer Cell counting chamber (Weber).

PBS-washed cell pellets (1 ml) were subjected to protein precipitation using 5% (v/v) perchloric acid (PCA), followed by vigorous vortexing, incubation at 4°C (overnight) and subsequently precipitated by centrifugation at 16000 × g for 10 min at 4°C (Eppendorf). Polyamines were detected using benzoylation as previously reported with slight modification [50,51]. Five hundred μl of the 5% v/v PCA extract or 500 μl polyamine standard was added to glass tubes with pure 5% PCA as blank. An internal standard (1 nmol of 1,7-diaminoheptane (Sigma-Aldrich)) was included in the *P. falciparum *extracts to normalize for benzoylation efficiency. One ml 2.0 M NaOH was added to each reaction, vortexed after which 5 μl of benzoyl chloride (Sigma-Aldrich) was added. The reactions were incubated at 37°C for 30 min and stopped by adding 1 ml chloroform (<99%) to allow the separation of organic derivatized molecules. The tubes were centrifuged at 1500 × g (Medifuge) for 10 min, the aqueous phases were removed to a new glass tube containing additional 1 ml chloroform for a second separation step as above. The chloroform layers were pooled and evaporated under N_2 _gas. One ml 0.1 M NaOH was added to the white precipitate containing tubes and these were incubated overnight at room temperature. Subsequently, 1 ml chloroform was added to the aqueous phases, centrifuged at 1500 × g for 10 min and the chloroform phases evaporated under N_2_. Five hundred μl of 60% MeOH was used to redissolve benzoylated products. The methanol solutions were passed through 0.2 μm Minisart RC4 (Sartorius) HPLC-certified filters.

HPLC separation was performed using a WATERS System (Waters Corporation) with a 250 mm × 4.0 mm Luna C18(2) 5 μm reverse-phase (RP) column (Phenomenex). A Guard-Pak™ Precolumn steel housing (Waters Corporation) with μBondapak C18 HPLC pre-column inserts (Waters Corporation) was connected in-line. Isocratic solvent conditions were maintained using 60% MeOH:ddH_2_O at flow rate of 1 ml/min. All solvents were filtered using 0.2 μm cellulose acetate filters (Sartorius) in Millipore™ housing system (Millipore) and degassed prior to use. The HPLC pump system consisted of a WATERS 600 Controller (Waters Corporation) with a 600 Series WATERS Pump (Waters Corporation) and a WATERS 712 WISP Autosampler. UV absorbance was measured at 229 nm using a WATERS 996 Photodiode array (Waters Corporation). Peak integration was performed using the Empower 2 Software Edition (2006, Waters Corporation) with Apex™ Trac functionality.

## Authors' contributions

JvWB was the primary contributor to the gene expression experiments and subsequent data analysis, as well as its validation, and contributed to drafting the manuscript, LM was the primary contributor to the proteome investigation, BC was responsible for parasite drug treatments for morphological and gene expression experiments and performed RNA extractions; also contributed to optimizing cDNA labeling and subsequent hybridization and assisted in data analysis. SS carried out all mass spectrometry analysis for protein identification as well as subsequent data processing using MASCOT. ACvB helped with parasite cultures, data analysis and drafting of the manuscript. SR performed the metabolite analyses. AIL was involved with the final editing of the manuscript. LB was involved with the experimental planning, the metabolite analyses and drafting of the manuscript. DTM contributed to experimental planning, parasite drug treatments and drafting of the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **Table S1. Pearson correlations between individual slides processed in the study**. Pearson correlations between technical and biological replicates of slides at each time point in solvent control and drug-treated samples. 

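Arrays of the same culture correlated at 0.928 in UT18, 0.854 in UT25, 0.913 in UT30, 0.925 in T18, 0.930 in T25 and 0.819 in T30. Between the cultures of a group the pairs gave 0.884 and 0.879 in UT18, 0.664 and 0.630 in UT25, 0.847 and 0.845 in UT30, 0.918 and 0.919 in T18, 0.950 and 0.929 in T25, and 0.831 and 0.877 in T30, for technical replicate 1 and technical replicate 2 in this order.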

Click here for file

Additional file 2 **Table S2. Differentially expressed up- and downregulated genes at each time point following analysis**. 

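The table lists 582 oligonucleotides for T18, 525 for T25 and 251 for T30, of which 555, 501 and 238 could be tested. Of these, 531, 469 and 205 passed here in the direction of the table. Across the tested oligonucleotides the fold changes of the table correlate with those of limma at 0.991, 0.992 and 0.973. They are on a log2 scale, with a slope of 0.857, 0.863 and 0.861 on the values used here. The common sign of the arrays was set by this table, and both sets of fold changes come from the same arrays. The table holds only oligonucleotides that the study called, which raises r. The shared directions and the high r are thus not independent evidence.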

PlasmoDB IDs and annotations of differentially expressed and unique up- and downregulated genes at each time point. Overall unique up- and downregulated genes are also listed. Click here for file

Additional file 3 **Table S3. Differentially affected proteins at each time point following cyclohexylamine inhibition**. Protein response (up- or downregulation), response time point and regulation of the encoding transcripts are indicated. Additionally, protein pI, MW, matched peptides and Protein Pilot scores are shown. Proteins involved in polyamine biosynthesis are indicated in bold. Click here for file

# Supplementary material for: Plasmodium falciparum spermidine synthase inhibition results in unique perturbation-specific effects observed on transcript, protein and metabolite levels
**Source:** BMC Genomics. 2010 Apr 12;11:235. doi: 10.1186/1471-2164-11-235
**Supplement:** Additional file 1 — Table S1. Pearson correlations between individual slides processed in the study. Pearson correlations between technical and biological replicates of slides at each time point in solvent control and drug-treated samples.

| **Slides** | **Pearson correlation (r)** |
| --- | --- |
| **Control 18h** |  |
| Technical replicates | 0.93 |
| Technical replicate 1 vs Biological replicate | 0.89 |
| Technical replicate 2 vs Biological replicate | 0.88 |
| **Control 25h** |  |
| Technical replicates | 0.86 |
| Technical replicate 1 vs Biological replicate | 0.67 |
| Technical replicate 2 vs Biological replicate | 0.64 |
| **Control 30h** |  |
| Technical replicates | 0.91 |
| Technical replicate 1 vs Biological replicate | 0.85 |
| Technical replicate 2 vs Biological replicate | 0.85 |
| **Cyclo 18h** |  |
| Technical replicates | 0.93 |
| Technical replicate 1 vs Biological replicate | 0.92 |
| Technical replicate 2 vs Biological replicate | 0.92 |
| **Cyclo 25h** |  |
| Technical replicates | 0.94 |
| Technical replicate 1 vs Biological replicate | 0.95 |
| Technical replicate 2 vs Biological replicate | 0.93 |
| **Cyclo 30h** |  |
| Technical replicates | 0.83 |
| Technical replicate 1 vs Biological replicate | 0.84 |
| Technical replicate 2 vs Biological replicate | 0.88 |

# Supplementary material for: Plasmodium falciparum spermidine synthase inhibition results in unique perturbation-specific effects observed on transcript, protein and metabolite levels
**Source:** BMC Genomics. 2010 Apr 12;11:235. doi: 10.1186/1471-2164-11-235
**Supplement:** Additional file 3 — Table S3. Differentially affected proteins at each time point following cyclohexylamine inhibition. Protein response (up- or downregulation), response time point and regulation of the encoding transcripts are indicated. Additionally, protein pI, MW, matched peptides and Protein Pilot scores are shown. Proteins involved in polyamine biosynthesis are indicated in bold.

| **SSP no. a** | **Time point (hpi)** | **Protein ID**  **(PlasmoDB ID)** | **Protein** | | **Transcript (hpi)** | **Accession no. b** | **pI** | **MW (kDa)** | **Matched peptidesc** | **% Amino acid coveraged** | **ProteinPilot scorese** |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| **Response** | **Fold change** (relative to control) |
| 3302 | 18 | Hypothetical protein  (PF10_0325) | **** |   0.42 | **** (18) | Q8IJ74_PLAF7 | 5.62 | 32.84 | 5 | 37.2 | 8.06 |
| 0211 | 18 | Proteasome subunit alpha type 5, putative  (PF07_0112) | **** | 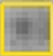  0.33 | **** | Q8IBI3_PLAF7 | 4.96 | 28.4 | 3 | 26.6 | 3.71 |
| 0402 | 18 | Endoplasmic reticulum-resident calcium binding protein  (PF11_0098) | **** |   0.25 | **** | Q8IIR7_PLAF7 | 4.49 | 39.4 | 10 | 44.6 | 20.00 |
| 1609 | 18 | tubulin alpha-I chain  (PFI0180w) | **** |   0.11 | **** (18, 25, 30) | TBA_PLAFK | 4.93 | 50.3 | 2 | 33.3 | 2.67 |
| 4603 | 18 | Phosphoglycerate hydratase (Enolase)  (PF10_0155) | **** | **  0.34 | **** | ENO_PLAFA | 6.21 | 48.7 | 14 | 52.2 | 28.65 |
| **6604** | 18 | **Ornithine aminotransferase**  **(PFF0435w)** | **** | ****  **0.33** | **** | **OAT_PLAF7** | **6.47** | **46.1** | **5** | **45.7** | **10.11** |
| **6607** | 18 | **S-adenosylmethionine synthetase (Methionine adenosyltransferase)**  **(PFI1090w)** | **** |   **0.35** | **** | **Q9GN14_PLAFA** | **6.28** | **44.8** | **11** | **41.5** | **21.75** |
| 7410 | 18 | Guanine nucleotide-binding protein, putative  (PF08_0019) | **** | 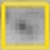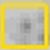  0.50 | **** | Q8IBA0_PLAF7 | 6.24 | 35.7 | 2 | 24.8 | 5.00 |
| 9401 | 18 | Glyceraldehyde-3-phosphate dehydrogenase  (PF14_0598) | **** | 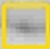  0.50 | **** | Q8T6B1_PLAFA | 7.59 | 36.6 | 10 | 58.8 | 20.30 |
| **4201** | 25 | **Uridine phosphorylase, putative**  **(PFE0660c)** | **** |   **0.45** | **** (18, 25, 30) | **Q8I3X4_PLAF7** | **6.07** | **26.9** | **12** | **54.3** | **15.93** |
| 0211 | 25 | Proteasome subunit alpha type 5, putative  (PF07_0112) | **** |   0.48 | **** | Q8IBI3_PLAF7 | 4.96 | 28.4 | 3 | 26.6 | 6.25 |
| 0402 | 25 | Endoplasmic reticulum-resident calcium binding protein  (PF11_0098 ) | **** |   0.22 | **** | Q8IIR7_PLAF7 | 4.49 | 39.4 | 8 | 40.2 | 16.95 |
| **6607** | 25 | **S-adenosylmethionine synthetase**  **(PFI1090w)** | **** |   **0.45** | **** | **Q9GN14_PLAFA** | **6.28** | **44.8** | **11** | **41.5** | **19.75** |
| 2905 | 25 | Heat shock protein  (PFI0875w) | **** |   0.23 | **** | Q8I2X4_PLAF7 | 5.18 | 72.4 | 26 | 44.9 | 54.89 |
| 1609 | 25 | tubulin alpha-I chain  (PFI0180w) | **** |   0.19 | **** (18, 25, 30) | TBA_PLAFK | 4.93 | 50.3 | 2 | 33.3 | 4.11 |
| 9401 | 30 | Glyceraldehyde-3-phosphate dehydrogenase  (PF14_0598) | **** |   0.39 | **** | Q8T6B1_PLAFA | 7.59 | 36.6 | 10 | 58.8 | 14.33 |
| 2501 | 30 | **Adenosine deaminase**  **(PF10_0289)** | **** |   **0.33** | **** (18, 25, 30) | **Q8IJA9_PLAF7** | **5.41** | **42.5** | **3** | **31.1** | **11** |
| 1407 | 30 | Ran binding protein 1  (PFD0950w) | **** |   0.40 | **** | Q76NN6_PLAF7 | 4.92 | 33.2 | 4 | 28.2 | 7.00 |
| 1609 | 30 | tubulin alpha-I chain  (PFI0180w) | **** |   0.31 | **** (18, 25, 30) | TBA_PLAFK | 4.93 | 50.3 | 2 | 33.3 | 5.44 |
| 2905 | 30 | Heat shock protein  (PFI0875w) | **** |   0.22 | **** | Q8I2X4_PLAF7 | 5.18 | 72.4 | 22 | 41.1 | 42.81 |
| 6703 | 30 | Putative pyruvate kinase  (PFF1300w) | **** |   2.19 | **** (25) | Q6LF06_PLAF7 | 7.50 | 55.7 | 3 | 19.0 | 6.70 |

a= Standard Spots (SSP) number assigned to each unique 2D protein-gel spot detected across matched gels; used to create the MatchSet master gel against which all spots are compared to establish statistical significance

b= UniProtKB/TrEMBL protein accession number assigned by MASCOT in ProteinPilot

c=Number (N) of short peptide sequences successfully identified within the predicted protein sequence (confidence level ≥95%)

d=Percentage of residues mapped against total protein sequence (confidence level ≥95%)

e= A measure of the total amount of evidence for a protein detected by ProteinPilot, calculated using all of the peptides detected for the protein. Note: the score does not indicate the percent confidence for the identification of a protein

****=downregulated

****=upregulated

****=unchanged

Boxed images depict protein spots estimated to be significantly differentially expressed between 2D protein-gel profiles of untreated (left panel) and treated (right panel) parasites

How the deposited data were processed for this re-analysis (not part of the article)

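Transcripts were measured on 18 oligonucleotide arrays of Plasmodium falciparum, from 12 cultures in 6 groups: untreated at 18, 25 and 30 hpi, and in 2 mM cyclohexylamine at the same times, with 2 cultures per group. The methods describe scaled-up cultures harvested at all 3 times, so the samples here called cultures may include draws from the same culture at different times. Within a treatment, samples with the same replicate number deviate together in UT25 with UT30 (r of the deviations from the group means 0.251), while the other pairs of groups have an r of -0.111 to 0.0927. The labels do not link the draws, and the fit takes all 12 as independent. One culture of each group was hybridised to a second array. Each array carries the Cy3-labelled sample and the Cy5-labelled reference pool. According to the methods the authors read the arrays in GenePix, left out spots that failed, and normalized within slides by print-tip loess and between slides by rquantile normalisation in LIMMA. On simulated ratios rquantile changed no log ratio, as it acts on intensities. The deposited values are log2 ratios whose array medians lie near 0. Their differences from UT18 run opposite to the fold changes of Table S2 for each tested oligonucleotide in T18 and T25 and for all but 3 of 238 in T30, so they are reference over sample, and every array was turned. As a second check, DNA replication genes, which are known from late trophozoites, were higher in UT30 than in UT18 after turning.

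The table holds 7390 oligonucleotides, with 6441 to 7227 values per array and intensities were not used, so signal over background is unknown. After 86 control oligonucleotides were left out, 6146 with a value in all 12 cultures were tested, and 5746 had a value on all 18 arrays. The median SD between cultures of a group was 0.15 (log2), and the median SE of a fold change 0.25. The table names no genes. Table S2 pairs 809 oligonucleotides with 699 genes, and it was the only source of names. Genes of the paper that it does not list could not be found, among them spermidine synthase, ornithine decarboxylase and most methyltransferases of Figure 3.

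Arrays of the same culture were averaged, and limma 3.58.1 in R 4.3.3 was fitted with a mean per group (6 residual degrees of freedom), with tables of names prepared in Python 3.11.15. An oligonucleotide counts as changed at a fold change of at least 2 and a Benjamini-Hochberg adjusted p under 0.05. Each treated group was compared with UT18, with T18 and with its matched time, untreated groups were compared over time, and an interaction term tested whether the change from 18 to 30 hpi differed. On simulated data limma called 86.8% of oligonucleotides given a change of 1.5 (log2) and 0.114% of those given none. The simulated noise was normal, independent and equal in spread over all groups, as the fit assumes. In the data the UT25 cultures differ more than those of other groups, so these rates need not hold there. Gene lists were tested by camera with a preset correlation of 0.01 and again with an estimated one, against the other named genes. A list with fewer than 4 measured members was not tested. The mitochondrial list reaches 4 only because its entries repeat cytochrome oxidase I and cytochrome oxidase III. Only 1 aminoacyl-tRNA synthetase, 1 glycolytic and 1 haemoglobin digestion gene were measured, and no histone and no proteasome gene.

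Named genes are those of the paper's text, Tables 1 and 2, Figure 3 and Table S3, then the 5 largest changes each way with an annotated product in each of the 3 comparisons with UT18, then the 2 largest members of each list, and the lists of DNA replication, mitochondrially encoded genes, histones, tubulins and gametocyte markers. Values of the paper for many of these genes had been seen when the rule was written. Correlations between groups are Pearson r across oligonucleotides, with the SD over 4 pairs of cultures. The RT-qPCR folds were copied from Table 1. Alternatives were all 18 arrays as samples, culture as a random block, the replicate number as a block, fewer groups in the fit, other filters on missing values, median centring, quantile normalization, gene means, robust moderation, other fold thresholds, and leaving out each culture. With 1 culture left in a group, that culture is assumed to vary like the other groups. With 2 cultures per group no regrouping of samples was counted. No protein data were in the files.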

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

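The tests on the UT25 cultures, the test of missing spots, the test of the lower r of T18 after quantile normalization and the test of interquartile ranges with the UT25 arrays left out were chosen only after the result was seen.

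The interaction term of limma tests whether the change from 18 to 30 hpi differs between untreated and treated parasites (untreated minus treated). After quantile normalization it passed in 1267 oligonucleotides, 654 down and 613 up, and with all 18 arrays as samples in 1010. In the main fit the change differed in 530 oligonucleotides (240 down and 290 up). The count is 167 and 169 without UT18 replicate 1 or 2, 862 without either UT25 culture, 79 down and 66.1% of the calls up without UT30 replicate 1, 172 and 237 without T18 replicate 1 or 2 and 254 without T30 replicate 1. The 4 mitochondrially encoded entries, which repeat cytochrome oxidase I and III, differed by a median of 1.76 (camera adjusted p = 0.0018, and adjusted p = 0.145 with an estimated correlation). The 7 heat shock proteins and chaperonins differed by a median of -0.73 (camera adjusted p = 0.0018, and adjusted p = 0.115 with an estimated correlation), with 10 kd chaperonin (PFL0740c) at -1.94.

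The control spot GFP Mut2, which the paper does not report on, lay at a mean log2 ratio of -1.70 in the 6 treated cultures and -0.046 in the 6 untreated cultures. It belongs to the 86 control oligonucleotides left out of the tests. Values of the others are not given, so whether they also differ with treatment is not shown. S-type 28S ribosomal RNA, which the paper does not discuss either, differed between T18 and UT18 by -1.22 (SE 0.21, limma adjusted p = 0.0038). In the same comparison the S-type 5.8S stood at -0.58 (limma adjusted p = 0.0807) and the S-type ITS2 at -0.345 (limma adjusted p = 0.446), and neither was called. The S-type 28S also stood at -0.87 in UT30 against UT18, below the fold threshold.

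The 2 UT25 cultures differ more than the cultures of any other group (r = 0.659, and 0.824 or more elsewhere). Noise on the array of UT25 replicate 1 would lower its r with every group, but its r with the 6 treated cultures lies above that of UT25 replicate 2 by a mean of 0.125 (0.0591 to 0.163). A swap of a UT25 with a T25 culture would leave a T25 culture out of place, and the T25 cultures correlate at 0.934. The difference between the UT25 cultures has a slope of 0.184 (0.144 to 0.197) on UT30 minus UT18 and of 0.418 (0.362 to 0.424) on T25 minus UT18, so a different time of development and treated transcript in replicate 1 both stay open as candidate explanations. Together these slopes account for 24.1% of the variance, and the rest is not explained.

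T18 resembles UT30 less than UT18 does (r = 0.00734 beside 0.253). After quantile normalization UT18 with UT30 exceeds T18 with UT30 by 0.246 (0.167 to 0.286 over combinations of cultures), beside 0.245 before, but r hardly depends on the spread of an array (0.247 with every array scaled to the same SD), so this test was nearly fixed beforehand and decides nothing about the spread. If T18 stood earlier in development than UT18, its difference from UT18 would run against UT30 minus UT18, and with another UT18 culture in each difference the mean r is -0.213 (-0.224 to -0.203). After quantile normalization of the ratios the same r is 0.000559 (-0.00897 to 0.0101), so for this opposite course of the differences a different spread of the ratios and an earlier stage cannot be told apart. Of the 488 oligonucleotides that fell in T18, 110 rose and 20 fell in UT30, and of the 450 that rose 89 fell and 14 rose. An effect of the compound on these genes that is not a stage was not tested.

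Log2 ratios spread wider on treated than on untreated arrays, with SDs of 0.902 to 1.08 beside 0.677 to 0.716 in UT18 and 0.736 to 0.793 in UT30, except that UT25 replicate 1 (0.929) lies within the treated range. The tables argue against missing spots and against noise of single arrays: the lowest treated SD lies 0.109 above the highest of UT30, whose arrays also lack many spots, and the covariance between cultures is at least 1.61 times that of any untreated group. For a few extreme spots, the test set beforehand compared interquartile ranges with all untreated arrays and gave -0.0575, since UT25 replicate 1 (0.978) lies above the lowest treated array (0.921), which is the outcome a few extreme spots predict. The comparison was then narrowed to UT18 and UT30, after that value had been seen, and gave 0.112 the other way, so a few extreme spots may still be part of the cause. An effect of treatment on the range of transcript levels stays open and was not tested apart from these.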

How the results depend on the processing

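The alternatives were set before the data were examined, except that the one with control oligonucleotides and the one without UT25, and all alternatives for UT25 against UT18, T25 against T18, T25 against UT25, T30 against UT30, the interaction and the overlap at all 3 times, were chosen only after the results were seen. Of 1400 values for results of a comparison 1255 kept their direction and their side of the threshold or lay within 1.5 times of the count, and of 6381 for named genes 5914 did, with 358 losing a call, 109 gaining one and none turning.

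The replicate block, with the replicate number as a paired term, gave counts of 943 (T18 against UT18), 904 (T25 against UT18) and 420 (T30 against UT18), although same-numbered cultures deviate together in some pairs of groups (r = 0.251 for UT25 with UT30 and 0.284 for UT25 with T30) and not in most. Median centring, robust moderation, the replicate block and control oligonucleotides moved no count by over 1.5 times. With no fold threshold the counts were 1674 (T18 against UT18), 1560 (T25 against UT18), 737 (T30 against UT18), 480 (UT25 against UT18), 2055 (UT30 against UT18), 2164 (T25 against UT25), 2743 (T30 against UT30) and 568 (the overlap at all 3 times), and at 1.5-fold they were 1598 (T18 against UT18), 1509 (T25 against UT18), 732 (T30 against UT18), 477 (UT25 against UT18), 1941 (UT30 against UT18), 2070 (T25 against UT25) and 555 (the overlap at all 3 times), as the looser threshold admits smaller changes.

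With all 18 arrays as samples the counts were 147 (T25 against T18), 221 (T30 against T18) and 1010 (the interaction), and with culture as a random block 61 (T25 against T18). With only the groups compared in the fit, which leaves fewer cultures to estimate the spread, limma called 0 in UT25 against UT18 (939 at an unadjusted p under 0.05), 0 in T25 against T18 (1285) and 0 in T30 against T18 (1229). Quantile normalization gave 518 (T25 against UT18), 604 (UT25 against UT18), 1725 (UT30 against UT18), 12 (T25 against T18), 50 (T30 against T18) and 1267 (the interaction); the cause was not tested. Without UT25 the counts were 89 (T25 against T18), 199 (T30 against T18) and 862 (the interaction), and the median SE fell from 0.249 to 0.190.

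Spearman's rho instead of r gave 0.491 (UT18 and UT25), 0.0934 (UT18 and UT30), 0.575 (UT18 and T18), 0.604 (UT18 and T25), 0.646 (UT18 and T30), 0.668 (UT25 and UT30), 0.263 (UT25 and T18), 0.438 (UT25 and T25), 0.462 (UT25 and T30), -0.0909 (UT30 and T18), 0.0622 (UT30 and T25), 0.0841 (UT30 and T30), 0.888 (T18 and T25) and 0.816 (the RT-qPCR comparison). Over oligonucleotides measured on all 18 arrays r was -0.0282 (UT30 and T18), 0.155 (UT30 and T25), 0.206 (UT30 and T30) and 0.918 (T18 and T25), with the median of arrays 0.687 (UT25 and UT30) and 0.896 (T18 and T25), after quantile normalization -0.00805 (UT30 and T18), and with all values of both arrays 0.808 (arrays of the same culture); the cause was not tested. The sign of r for UT30 and T18, which lies near 0, thus depends on the setting.

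Gene lists lost their camera call with an estimated correlation, at unchanged means of -1.81 (DNA replication, T18 against UT18), -1.39 (TCA cycle and respiratory chain, T18 against UT18), 1.35 (var, rifin and stevor, T18 against UT18), -1.60 (DNA replication, T25 against UT18), -1.35 (TCA cycle and respiratory chain, T25 against UT18), 0.97 (var, rifin and stevor, T25 against UT18), -1.22 (DNA replication, T30 against UT18), -1.28 (proteins of Table S3, T30 against UT18), -1.09 (TCA cycle and respiratory chain, T30 against UT18), 0.77 (var, rifin and stevor, T30 against UT18), 0.91 (DNA replication, UT30 against UT18), 1.85 (mitochondrially encoded genes, UT30 against UT18) and -0.57 (var, rifin and stevor, UT30 against UT18). A call was gained with all 18 arrays as samples at a mean of -1.51 (proteins of Table S3, T25 against UT18) and after quantile normalization at -1.28 (proteins of Table S3, T25 against UT18) and -1.04 (redox enzymes, T30 against UT18); the cause was not tested.

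Leaving out each culture in turn, the lowest and highest values were 443 to 954 (T25 against UT18), 0 to 508 (T30 against UT18), 19 to 1047 (UT25 against UT18), 0 to 89 (T25 against T18), 19 to 199 (T30 against T18), 167 to 862 (the interaction), 0 to 339 (the overlap at all 3 times), 608 to 989 (T18 against UT18), 0.615 to 0.652 (UT18 and T18), 0.662 to 0.697 (UT18 and T25), 0.709 to 0.747 (UT18 and T30), 0.657 to 0.731 (UT25 and UT30), 0.239 to 0.383 (UT25 and T18), 0.406 to 0.548 (UT25 and T25), 0.475 to 0.587 (UT25 and T30), 0.520 to 0.683 (UT18 and UT25), -0.0138 to 0.0270 (UT30 and T18), 0.150 to 0.198 (UT30 and T25), 0.205 to 0.237 (UT30 and T30), 0.220 to 0.263 (UT18 and UT30), 0.886 to 0.906 (T18 and T25), 0.817 to 0.870 (T18 and T30), 0.884 to 0.941 (T25 and T30), 0.942 to 0.979 (the RT-qPCR comparison), -1.47 to -1.38 (mitochondrially encoded genes, T30 against UT18), -1.25 to -0.92 (redox enzymes, T30 against UT18), -0.85 to -0.29 (var, rifin and stevor, UT30 against UT18), -1.44 to -1.41 (proteins of Table S3, T18 against UT18), -1.47 to -1.36 (redox enzymes, T18 against UT18), -1.52 to -1.47 (proteins of Table S3, T25 against UT18) and -1.30 to -1.27 (proteins of Table S3, T30 against UT18). With a culture left out, gene lists lost a camera call for the proteins of Table S3 (T30 against UT18, without T30 replicate 2) and for var, rifin and stevor (UT30 against UT18, without UT30 replicate 1), and gained one for the proteins of Table S3 (T18 and T25 against UT18), the redox enzymes (T18 and T30 against UT18) and the mitochondrially encoded genes (T30 against UT18). Fewer cultures leave fewer degrees of freedom, and limma called 0 in T30 against UT18 without UT18 replicate 2 (1207 at an unadjusted p under 0.05) and 0 in T25 against T18 without T25 replicate 1 (494). What signal over background limits cannot be given, as intensities were not analysed here.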

Differences from the paper's values

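All alternatives named here were set before the data were examined. Correlations between group means run over 6146 oligonucleotides, where the paper used other filters that cannot be repeated from the ratios. They are taken to differ when they lie apart by more than the SD over pairs of cultures. That SD belongs to r between single cultures, so it is not the error of the r of group means. Over single culture pairs the mean r is 0.871 (T18 with T25), 0.819 (T18 with T30), 0.890 (T25 with T30), 0.616 (UT18 with T18), 0.663 (UT18 with T25) and 0.695 (UT18 with T30). These lie nearer the paper's values than the r of group means, while for UT30 with T30 the mean of 0.212 lies farther. For T18 with T25 the paper's r is 0.86 and the value here 0.906, and the values differ under all 17 alternatives. For T18 with T30 the paper gives 0.82 and the value here is 0.870, and for T25 with T30 the paper gives 0.88 and the value here is 0.941. As r of group means, both pairs meet only without T30 replicate 1 and differ under the other 16 alternatives. For UT18 with T18 the paper gives 0.62 (here 0.652 for group means), and these values meet only without UT18 replicate 1. For UT18 with T25 it gives 0.66 (here 0.697), meeting only without UT18 replicate 1 or T25 replicate 1, and for UT18 with T30 it gives 0.71 (here 0.747), meeting only without UT18 replicate 1 or T30 replicate 1 or 2. For UT30 with T30 the paper gives 0.27 and the value here is 0.231, differing under all alternatives.

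From the figure, read by eye, UT25 with UT30 is about 0.66 in Fig. 1B, the paper's value, and 0.731 here. These meet with the median of arrays, with Spearman, without UT25 replicate 1 or 2 and without UT30 replicate 1, and differ under the others. The paper's UT30 with T18 is about 0.09 in Fig. 1B (here 0.00734), and its UT30 with T25 is about 0.24 in Fig. 1B (here 0.183), both differing under all 17 alternatives.

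For arrays and RT-qPCR the paper's r is 0.88. On signed linear folds the value here is 0.946 over 12 values, and it differs under all 14 alternatives (SD over cultures left out 0.0110). On that scale the paper's own array folds in Table 1 give 0.879 over all 15 values and 0.943 over the 12 values that could be compared here. Lysine decarboxylase at 25 hpi is +2.426 in the paper's Table 1, written there as a fold, and 3.49 here. These meet after quantile normalization and without T25 replicate 2, and differ under the other 22 alternatives.

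Counts of oligonucleotides here are made at the paper's stated thresholds of 2-fold and 5% false discovery, and include those that Table S2 does not list. As Table S2 holds only what the study called, this restates the difference and does not account for it. The fold changes of Table S2 have slopes of 0.857, 0.863 and 0.861 on those here in T18, T25 and T30. The same 2-fold threshold thus need not select the same oligonucleotides. A slope leaves out any offset between the 2 sets of fold changes, and no offset was examined. It therefore does not show that rises and falls are smaller in the study by the same factor. In T18 against UT18 the paper's Table S2 lists 582 (here 938), of which 41.8% rose (here 48.0%). In T25 it lists 525 (here 886), of which 39.6% rose (here 48.2%), and in T30 it lists 251 (here 411), of which 35.5% rose (here 38.4%). The totals differ by over 1.5 times and the shares do not. By count, the oligonucleotides that rose at each time and those that fell in T30 also differ by over 1.5 times. All 3 totals come within 1.5 times of the paper's count after quantile normalization of the ratios. The paper's methods name rquantile normalisation between arrays, which changed no log ratio in a simulation, so the alternative is a different step. The T18 and T25 totals do so without either UT18 culture or either culture of the treated group as well, and the T18 total with gene means. The T30 total does so with only the groups compared in the fit, with gene means, and without either T18, T25 or UT30 culture. Under the other alternatives they differ.

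The paper places lysine decarboxylase past its fold threshold on the arrays at a single time. Here it rose in T25 (1.81, SE 0.39, limma adjusted p = 0.0116) and in T30 (1.50, limma adjusted p = 0.0384), and it was not called in T18 (0.63). The paper lists the P-ATPase with guanyl cyclase domains (MAL13P1.301) among the affected purine transcripts, and its Table S2 has it down in T30. Here it was not called at any time (-0.52, -0.64 and -0.90). It is called in T30 with all 18 arrays as samples (-1.07, limma adjusted p = 0.0275), and at all 3 times after quantile normalization (-1.31, -1.41 and -1.58). The paper's text gives no direction for the purine transcripts. Here 3 of the 4 fell in T18 and T25 and 2 in T30, where inorganic pyrophosphatase stood at -0.68.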

Other observations

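The ribosomal RNA at the end was chosen only after its values were seen. Genes that the paper's claims leave out also moved. Of 6 cytosolic ribosomal proteins, 4 fell in T18, 3 fell and 1 rose in T25 and 2 fell in T30, with ribosomal protein L23 (PFL1895w) at -1.81, -1.78 and -1.38, and of 5 organellar ribosomal proteins 4, 2 and 1 fell. Mature parasite-infected erythrocyte surface antigen (PFE0040c), which parasites export to the erythrocyte, fell at -2.42, -2.34 and -2.17, and of 6 such exported proteins 3 fell and 3 rose in T18. The gametocyte markers went both ways: gamete antigen 27/25 (PF13_0011) stood at -0.80 in T18 and fell at -1.51 and -1.73 in T25 and T30, while a sexual stage-specific protein kinase (PF13_0258) stood at 0.95 and rose at 1.47 in T25 and 2.14-fold in T30. Leucine aminopeptidase (PF14_0439), which takes part in digesting haemoglobin, fell at -1.19 in T25 and -1.07 in T30. These genes were named by Table S2, so their directions are not independent evidence. In untreated parasites the A-type ITS2 ribosomal RNA rose from 18 to 30 hpi by 1.07 (SE 0.17, limma adjusted p = 0.00193), while the A-type 28S stood at 0.36 (limma adjusted p = 0.136). The S-type ITS2 stood at -0.84 and the S-type 28S at -0.87, and neither was called.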
